# Arginine methylation promotes siRNA-binding specificity for a spermatogenesis-specific isoform of the Argonaute protein CSR-1

**DOI:** 10.1038/s41467-021-24526-6

**Published:** 2021-07-09

**Authors:** Dieu An H. Nguyen, Carolyn M. Phillips

**Keywords:** siRNAs, Methylation, Alternative splicing

## Abstract

CSR-1 is an essential Argonaute protein that binds to a subclass of 22G-RNAs targeting most germline-expressed genes. Here we show that the two isoforms of CSR-1 have distinct expression patterns; CSR-1B is ubiquitously expressed throughout the germline and during all stages of development while CSR-1A expression is restricted to germ cells undergoing spermatogenesis. Furthermore, CSR-1A associates preferentially with 22G-RNAs mapping to spermatogenesis-specific genes whereas CSR-1B-bound small RNAs map predominantly to oogenesis-specific genes. Interestingly, the exon unique to CSR-1A contains multiple dimethylarginine modifications, which are necessary for the preferential binding of CSR-1A to spermatogenesis-specific 22G-RNAs. Thus, we have discovered a regulatory mechanism for *C. elegans* Argonaute proteins that allows for specificity of small RNA binding between similar Argonaute proteins with overlapping temporal and spatial localization.

## Abstract (web summary)

The Argonaute protein CSR-1 is essential for fertility and viability in *C. elegans*. Here the authors show that CSR-1A isoform associates preferentially with small RNAs mapping to spermatogenesis-specific genes while CSR-1B isoform binds small RNAs mapping to oogenesis-specific genes. Arginine methylation of CSR-1A promotes small RNA-binding specificity.

## Introduction

In the race for evolutionary fitness, sexual selection is a strong selective force. Multicellular eukaryotes have long favored sexual divergence of the male and female genders to increase genetic diversity, often resulting in sexual dimorphism. In *C. elegans*, a protandrous nematode, sexual reproduction can occur in a single germline where spermatogenesis and oogenesis take place sequentially. Both eggs and sperm are derived from the same pool of mitotically replicating nuclei at the distal tip of each gonad arm, which subsequently undergo meiosis as they progress through the germline toward the proximal end. During the last larval stage (L4), ~40 meiotic nuclei in each gonad arm begin the process of spermatogenesis, where they differentiate into mature sperm^1^. Subsequently, oogenesis begins as the animal enters the adult stage, and the germline continues to produce oocytes for the rest of the reproductive cycle^2^.

Any given germ cell has the potential to differentiate into either spermatocytes or oocytes, though once committed to a sexual fate, the cells undergo distinct meiotic programs that vary remarkably in rate and mechanics^3^. Regardless of these differences, meiosis occurs exclusively in germ cells, which are surrounded by an environment inducive to the expression of germline-specific transcripts and suppression of somatic transcripts. One mechanism by which *C. elegans* germ cells promote this selective environment is by way of a perinuclear structure called the P granule^4^. These germline granules, which help to ensure pluripotency and germ cell identity, form a phase-separated condensate outside of the nucleus and contiguous with nuclear pores, where they regulate newly synthesized germline transcripts^4–7^. One key regulator of P granule morphology and *C. elegans* germline development is the Argonaute protein, CSR-1 (Chromosome Segregation and RNAi deficient)^8,9^.

Argonaute proteins are the core effectors of all small RNA-related pathways. These proteins bind small guide RNAs and regulate complementary transcripts by either directly cleaving target RNAs or recruiting cofactors that promote transcriptional or posttranscriptional gene regulation^10,11^. Of the ~27 Argonaute proteins annotated in the *C. elegans* genome, only CSR-1 is essential for fertility, and it is reported to regulate over 4000 germline-expressed genes^8,12^. CSR-1 binds to a class of antisense 22-nucleotide small interfering RNAs with a 5′ guanosine (22G-RNAs) whose target transcripts are thought to be protected from silencing by other small RNA-mediated pathways, and are thus “licensed” for germline expression^8,13,14^. In contrast, foreign DNA such as transposons and transgenes containing non-*C. elegans* sequences are recognized by piwi-interacting RNAs (piRNAs, also known as 21U-RNAs in *C. elegans*), which, along with their Argonaute cofactor PRG-1, can initiate a multigenerational epigenetic silencing signal that depends on chromatin factors and 22G-RNAs bound by the worm-specific Argonaute proteins (WAGOs)^15–17^. The balance of gene licensing and gene silencing by CSR-1 and the WAGO proteins, respectively, is critical to promote expression of essential germline genes; and a disrupted balance severely compromises germline development and fertility^18,19^.

Studies of CSR-1 have reported several severe phenotypes that lead to defects in viability and fertility. In *csr-1* mutant embryos, chromosomes fail to properly align on the metaphase plate, resulting in aberrant mitotic division and anaphase bridging^8,12,20^. In the adult germline, loss of CSR-1 leads to fewer germ cells, defects in meiotic progression, and a delayed spermatogenesis to oogenesis switch^21^. Additionally, CSR-1 has been implicated in a myriad of other cellular processes, including maturation of core histone mRNAs, promotion of sense-oriented RNA polymerase II transcription, attenuation of translation elongation, prevention of premature activation of embryonic transcripts in oocytes, alternative splicing, and paternal inheritance^22–27^. Yet how one Argonaute protein can regulate so many seemingly distinct processes remains unanswered.

Here we demonstrate that CSR-1 has two isoforms—CSR-1B, which is present throughout the germline and CSR-1A, which is specific to spermatogenic germ cells. CSR-1A and CSR-1B associate with distinct subsets of small RNAs to regulate spermatogenic or oogenic transcripts, respectively. The specificity of the two CSR-1 isoforms is interesting, considering they share nearly complete sequence homology and co-localize at the P granule in L4 larval and male germlines. We found that the first exon of CSR-1A is modified at arginine/glycine (RG) motifs by dimethylarginine. Here we show that loss of the dimethylarginine results in the loss of CSR-1A specificity for its preferred spermatogenic small RNA partners, resulting in CSR-1A indiscriminately binding to both spermatogenic and oogenic siRNAs. Thus, in this study, we have identified the first instance of methylarginine modification of a *C. elegans* Argonaute protein and demonstrated a previously unappreciated mechanism by which Argonaute proteins can acquire small RNA specificity.

## Results

### The long isoform of CSR-1 is selectively expressed during spermatogenesis

The Argonaute protein, CSR-1, has two isoforms, though previously little was known about their distinct functions. The longer isoform, referred to as CSR-1A, and the shorter isoform, CSR-1B, share complete sequence homology, except for a unique exon at the 5′ end of CSR-1A (Fig. 1a). Both isoforms are expressed, though at differential levels (Fig. 1b)^8,20^. Furthermore, transcriptome analysis suggests that CSR-1A is expressed in spermatogenic gonads, but excluded from oogenic gonads^28^. To explore the distinct functions of the two CSR-1 isoforms, we used CRISPR/Cas9 to endogenously tag CSR-1A at its N-terminus with a 2xHA/mCherry tag. We also tagged both CSR-1A and CSR-1B in the same strain by adding a 3xFLAG/GFP tag to the N-terminus of CSR-1B (Fig. 1a). When both isoforms are tagged, CSR-1A + B is strongly expressed throughout the germline during both the fourth larval (L4) and adult stages, in agreement with previous studies (Fig. 1a)^8^. Interestingly, when only CSR-1A is tagged, expression is restricted to the spermatogenesis region of the germline in L4 hermaphrodites and males (Fig. 1a and Supplementary Fig. 1). We confirmed this observation by western blot analysis of all larval stage and adult animals, detecting CSR-1A expression robustly during the L4 stage and very weakly in gravid adults, coinciding temporally with spermatogenesis in *C. elegans* (Fig. 1c). Taken together, these results demonstrate that though both CSR-1 isoforms are expressed in the germline, CSR-1A expression is limited to germ cells undergoing spermatogenesis while CSR-1B is expressed throughout the germline in larval and adult animals.

**Fig. 1:**
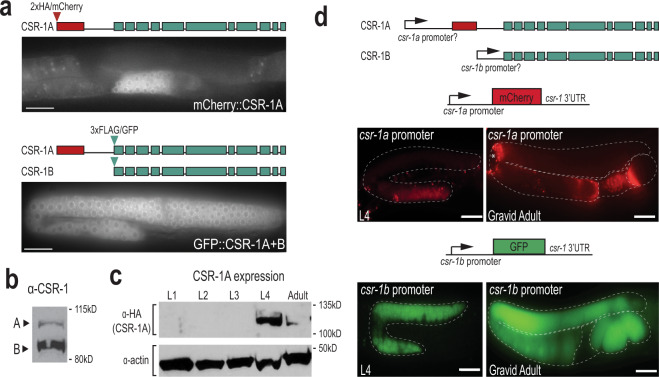
CSR-1 isoforms have distinct spatial and temporal expression patterns. **a** Live imaging of CSR-1A (top) and CSR-1A + B (bottom) in an L4 hermaphrodite germline. At least three individual germlines were imaged for each strain. Scale bars, 25 μM. **b** Western blot detecting CSR-1 expression, using α-CSR-1 antibodies, in wild-type animals at L4 stage. **c** Western blot detecting for CSR-1A at each larval stage and gravid adult in 2xHA::mCherry::CSR-1A strain using α-HA antibody. Actin is shown as a loading control. **d** Schematic representation (top) of putative *csr-1a* and *csr-1b* promoters driving mCherry and GFP. The *csr-1a* promoter comprises ~1.5 kb of sequence preceding the first *csr-1a* exon, and the *csr-1b* promoter is the entire 544-bp intron between the unique *csr-1a* exon and the start codon of *csr-1b*. Schematic of the promoter reporter constructs created using the MosSCI system for *csr-1a* (middle) and *csr-1b* (bottom) are shown above images of gonads from L4 and gravid adult stages expressing the reporter constructs. Asterisk indicates intestinal autofluorescence visible near the bend in adult *csr-1a::mCherry* gonad. At least three individual germlines were imaged for each strain and condition. Scale bars, 25 μM. All blots have been reproduced. Source data are provided as a Source data file.

### CSR-1A and CSR-1B are expressed from independent promoters

To address how CSR-1A and CSR-1B have such distinct expression patterns, we sought to determine whether they are expressed from independent promoters. We first fused ~1.5 kb of DNA preceding the *csr-1a* start codon to an mCherry reporter and exogenously expressed it in the germline using the MosSCI system (Fig. 1d)^29^. The region preceding the *csr-1a* start codon, the putative *csr-1a* promoter, drives mCherry expression only during the L4 stage and, during this time, expression is restricted to the spermatogenesis region of the germline. In gravid adults, residual mCherry expression can be detected inside the spermatheca, but is completely absent from the rest of the germline (Fig. 1d). To determine whether any regulatory sequences reside in the intron between the unique *csr-1a* exon and the start codon for *csr-1b*, we fused ~0.5 kb of DNA from this intron to a GFP reporter and expressed it in the germline using the MosSCI system (Fig. 1d). This region, the putative *csr-1b* promoter, drives GFP expression throughout the germline cytoplasm, in all developmental stages. The GFP expression can be observed in oocytes and fertilized embryos but is excluded from the spermatheca (Fig. 1d). These promoter fusion experiments corroborate our western blot analysis and indicate that CSR-1A is expressed predominantly during spermatogenesis, hinting at a unique role for CSR-1A during this developmental time point. Furthermore, the promoter fusion transgenes were able to recapitulate the expression pattern of the isoform-specific translation fusion proteins (Fig. 1a), indicating that the promoters are sufficient to drive the distinct expression patterns. Together, these data indicate that the intronic region that sits between the first *csr-1a* exon and the start codon for *csr-1b* contains the promoter sequence for CSR-1B, and that their distinct promoters independently establish the differential expression patterns of CSR-1A and CSR-1B.

### CSR-1A localizes to the P granules during spermatogenesis

To further characterize the expression pattern of CSR-1A, we immunostained for CSR-1A and DAPI-stained for germline nuclei in dissected L4 hermaphrodite gonads. As the germline progresses towards the proximal end, germ cells undergo early stages of meiosis up until pachytene in a non-sex-specific manner^3^. In post-pachytene, however, spermatocytes and oocytes commit to their respective sexual fates, and spermatocyte chromosomes exhibit an extensive condensation phase^3^. During L4, when spermatogenesis begins, CSR-1A expression is first observed in cells that are exiting pachytene, namely cells transitioning into diplotene and karyosome, indicating that CSR-1A is selectively present in spermatocytes (Fig. 2a). This expression is reminiscent of the sperm-specific Argonaute protein ALG-3, which is also present in spermatocytes during spermatogenesis^26^. To further investigate the role of CSR-1A during spermatogenesis, we carefully examined protein localization at different time points. As ALG-3 is another Argonaute protein that is expressed during spermatogenesis and is required for proper sperm development, we created a double-transgenic strain labeling both CSR-1A and ALG-3, using CRISPR. At early L4, or 45 h post hatching, both CSR-1A and ALG-3 form perinuclear foci in the spermatogenesis region that colocalize with the P granule marker PGL-1 (Fig. 2b, c). In contrast, CSR-1A + B forms perinuclear foci throughout the germline (Supplementary Fig. 2a). As the animals reach the L4 to adult transition, 52 h post hatching, CSR-1A and ALG-3 still colocalize during early spermatogenesis. However, by the time germ cells reach the secondary spermatocyte stage, CSR-1A expression becomes undetectable, while ALG-3 expression persists (Fig. 2b, lower panel, Supplementary Fig. 2b). PGL-1 similarly disappears from P granules in primary spermatocytes and is subsequently cleared from secondary spermatocytes^30^. Together, these data demonstrate that like ALG-3, CSR-1A localizes to P granules during spermatogenesis, but unlike ALG-3, CSR-1A expression is restricted to the early stages of spermatogenesis and is not found in secondary spermatocytes.

**Fig. 2:**
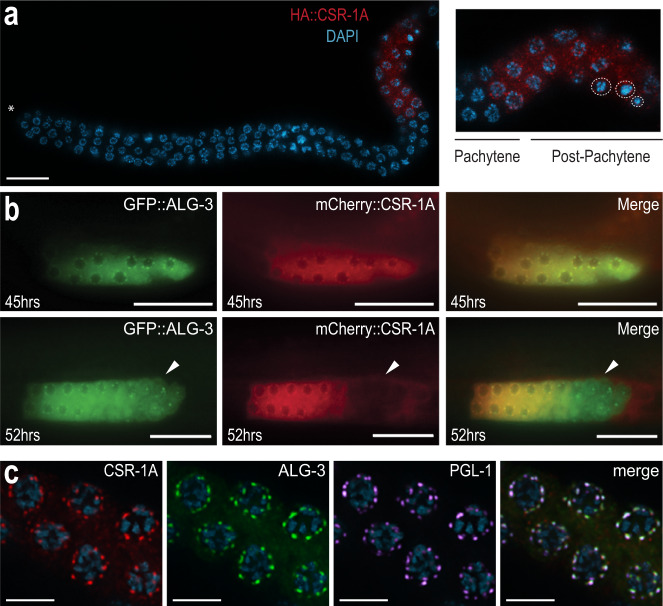
CSR-1A is expressed in the spermatogenesis region of the germline. **a** Immunofluorescence staining for HA::CSR-1A in dissected L4 hermaphrodite germline, using α-HA. Asterisk indicates distal end. Inset indicates region of cells exiting pachytene and entering post-pachytene where CSR-1A expression is detected. Dashed circles indicate karyosomes. DNA is stained with DAPI, blue. The experiment has been reproduced with at least five individual germlines imaged for each strain. Scale bar, 15 μM. **b** 3xFLAG::GFP::ALG-3 (left), 3xHA/mCherry::CSR-1A (middle), and merge (right) at 45-(early L4 stage) or 52-h (young adult stage) post-L1 arrest. White arrows indicate region of secondary spermatocytes. At least five individual germlines were imaged for each strain and condition. Scale bars, 25 μM. **c** Immunofluorescent staining of a 2xHA::mCherry::CSR-1A; GFP::3xFLAG::ALG-3 dissected L4 hermaphrodite germline, using antibodies against HA, FLAG, and PGL-1. The experiment has been reproduced with at least five individual germlines imaged for each strain. Scale bars, 5 μM.

### CSR-1A is required for optimal sperm fertility

We next sought to determine the role of CSR-1A in fertility. We first created two mutant alleles of *csr-1a* using CRISPR (Fig. 3a). *csr-1a*(*cmp135*) removes the first seven amino acids including the start codon and *csr-1a*(*cmp143*) removes the same region plus ~500 bp of the *csr-1a* promoter region. We confirmed that the mutants have severely reduced *csr-1a* expression via RT-qPCR and western blot analysis (Supplementary Fig. 3a, b). We first examined the fertility of *csr-1a* mutants by comparing the brood size of *csr-1a*(*cmp135*) hermaphrodites to wild-type hermaphrodites at 20 and 25 °C. We did not observe a significant reduction in brood size in *csr-1a*(*cmp135*) mutants compared to wild-type animals at 20 °C. However, at 25 °C, the brood size of *csr-1a*(*cmp135*) mutant animals was significantly reduced compared to wild-type animals (Fig. 3b). Because CSR-1A is expressed during spermatogenesis, we next sought to determine if CSR-1A is required for optimal male fertility.

**Fig. 3:**
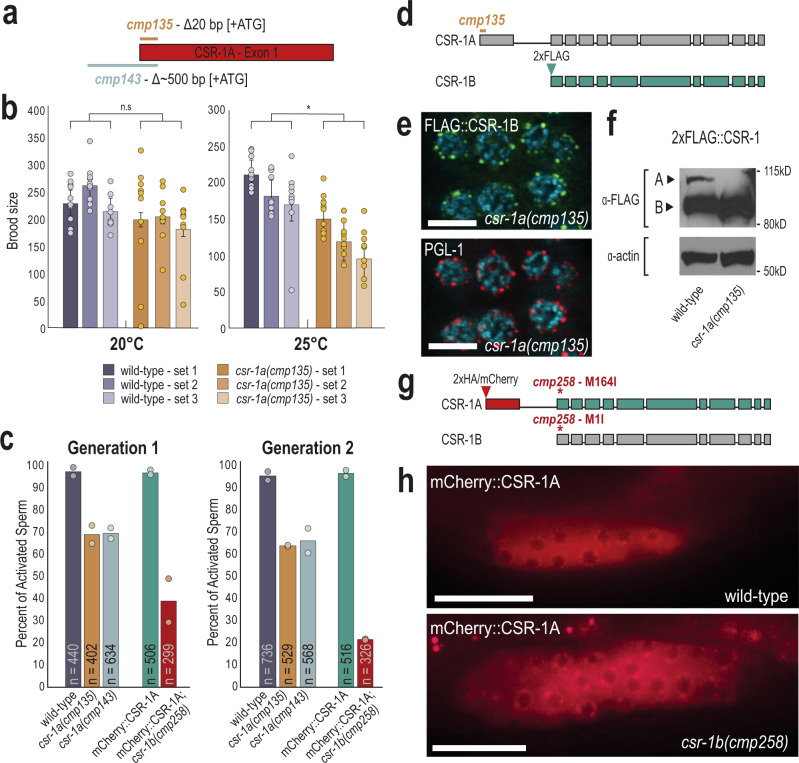
CSR-1 isoforms function independently of one another. **a** Schematic representation of two deletion alleles of *csr-1a*. *cmp135* removes 20 bp of coding sequence, including the start codon. *cmp143* removes ~500 bp of promoter sequence and 20 bp of coding sequence. **b** Brood-size assay performed on wild-type and *csr-1a* mutant animals at 20 and 25 °C. Three replicates were performed for each genotype, with ten animals per replicate. For each biological replicate, brood sizes for all ten animals are shown, with bar graphs representing mean brood size and error bars indicating standard deviation. Two-tail *t*-tests were performed to determine statistical significance. n.s. denotes not significant and indicates a *p* value >0.05 and * indicates a *p* value ≤0.05. See Supplementary Data 7 for more details regarding statistical analysis. **c** An in vitro sperm activation assay was performed on spermatids from wild-type, *csr-1a*(*cmp135*), *csr-1a*(*cmp143*), mCherry::CSR-1A, and mCherry::CSR-1A *csr-1b*(*cmp258*) mutants. Animals were raised at 25 °C for either one or two generations and at least 80 spermatids were counted for each replicate at each generation. Two biological replicates are shown, with bar graphs representing the mean. **d** Schematic representation of 2xFLAG::CSR-1B in a *csr-1a*(*cmp135*) mutant. The 2xFLAG tag was introduced immediately after the CSR-1B start codon in a *csr-1a*(*cmp135*) mutant animal. **e** Immunofluorescence staining for 2xFLAG::CSR-1B and P granules (PGL-1) in a *csr-1a*(*cmp135*) mutant at L4 stage. The experiment has been reproduced with at least five individual germlines imaged. Scale bar, 5 μM. **f** Western blot for CSR-1 expression levels, in wild-type and *csr-1a*(*cmp135*) mutant animals at L4 stage. Actin is shown as a loading control. This blot has been reproduced. **g** Schematic representation of disrupting *csr-1b* expression in a 2xHA/mCherry::CSR-1A strain. The *csr-1b* start codon was mutated from methionine to isoleucine (M1I) using CRISPR, which also introduces a M164I point mutation in the CSR-1A protein. **h** Live imaging of mCherry::CSR-1A in a wild-type and *csr-1b*(*cmp258*) mutant L4 hermaphrodite. At least five individual germlines were imaged for each strain. Scale bar, 25 μM. Source data are provided as a Source Data file.

One aspect of sperm quality that can be tested in vitro is sperm activation. Sperm activation is the process by which round spermatids are transformed into mature and motile spermatozoa^31^. This process can be recapitulated in vitro using Pronase E, a cocktail of proteases that induces sperm maturation and pseudopod formation^32^. Because *C. elegans* fertility is reduced at 25 °C, we raised wild-type and *csr-1a* mutant males at 25 °C to assess sperm activation under compromised conditions. Wild-type spermatids from males that were raised at 25 °C for one generation were activated at a rate of 97%, and after two generations at 25 °C, they were activated at a rate of 96% (Fig. 3c). In *csr-1a* males, we saw a modest reduction in the percentage of activated spermatids after one and two generations at 25 °C (69% for *cmp135* and 70% for *cmp143* after one generation, and 64% for *cmp135* and 66% for *cmp143* after two generations) (Fig. 3c). Because the effects we observed on sperm activation were modest yet significant, we generated two additional alleles of *csr-1a* to confirm our results. These new alleles remove the majority of the unique *csr-1a* exon (Supplementary Fig. 3c). Similar to what we observed with *csr-1a*(*cmp135*) and *csr-1a*(*cmp143*), the two new alleles, *csr-1a*(*cmp253*) and *csr-1a*(*cmp254*) reduced the percentage of activated spermatids by ~25–30% (Supplementary Fig. 3d). Together, these data suggest that CSR-1A contributes to optimizing fertility and is necessary to promote sperm activation.

### CSR-1A and CSR-1B are expressed independently of one another

Disruption of CSR-1 expression results in severe infertility and embryonic lethality^8,12^. To determine if our *csr-1a* alleles also affect the expression of CSR-1B protein, we introduced a 2xFLAG tag immediately following the start codon of CSR-1B in the *csr-1a*(*cmp135*) mutant background using CRISPR (Fig. 3d). Similar to wild-type, CSR-1B in the *csr-1a*(*cmp135*) mutant localized to perinuclear foci associated with the P granule marker, PGL-1 (Fig. 3e). Furthermore, by western blot, the CSR-1B protein was expressed in wild-type and *csr-1a*(*cmp135*) mutant animals, whereas the CSR-1A was undetectable in the *csr-1a*(*cmp135*) mutant but present in the wild-type strain (Fig. 3f). Interestingly, we observed that CSR-1B appears to accumulate at a modestly higher level in the *csr-1a*(*cmp135*) mutant, but not in the *csr-1a*(*cmp143*) mutant (Supplementary Fig. 3b). To determine if CSR-1B is required for CSR-1A expression, we generated an effectively null allele of *csr-1b*, where we mutated the *csr-1b* start codon to isoleucine, in the mCherry::CSR-1A strain using CRISPR (Fig. 3g). In this *csr-1b*(*cmp258*) mutant, mCherry::CSR-1A is expressed at perinuclear foci in the spermatogenesis region of L4 animals, similar to wild-type expression of CSR-1A (Fig. 3h). These animals, however, are sterile and need to be maintained over a balancer, a phenotype previously associated with *csr-1* mutants^12^.

Because CSR-1B is expressed during spermatogenesis and, like ALG-3, is present in the secondary spermatocytes, (Supplementary Fig. 2a, b), we next asked if CSR-1B contributes to optimizing sperm health. To this end, we performed in vitro sperm activation on *csr-1b*(*cmp258*) mutants at 25 °C_._ We observed that 39% of *csr-1b* mutant sperm are activated after one generation raised at 25 °C, in contrast with 97% activation rate in the control animals (Fig. 3c). This rate of spermatid activation drops further to 22% after two generations at 25 °C while the rate remains at 97% in the control animals. Furthermore, among the population of activated sperm in the *csr-1b* mutant, we occasionally observed a striking phenotype of spiky pseudopods, reminiscent of the compromised sperm of the *alg-3/4* mutants (Supplementary Fig. 3e)^33^. This phenotype was never observed in wild-type or *csr-1a* mutants. Thus, these data demonstrate that both CSR-1 isoforms are required for robust sperm activation.

Together, these data demonstrate that CSR-1A and CSR-1B do not depend on one another for localization or expression, and thus they behave as independent proteins with seemingly specialized functions in the *C. elegans* germline. More importantly, the data suggest that both CSR-1 isoforms are intimately involved in optimizing sperm health, though the mechanism used by each isoform to achieve this end still needs to be determined.

### CSR-1A and CSR-1B target distinct groups of genes

To investigate the small RNAs bound by each CSR-1 isoform and thus determine whether CSR-1A and CSR-1B have distinct small RNA partners, we immunoprecipitated CSR-1A (from the *2xHA::csr-1a* strain), CSR-1B (from the *csr-1a*(*cmp135*); *2xFLAG::csr-1b* strain), and CSR-1A + B (from the *2xFLAG::csr-1b* strain), and sequenced the associated small RNAs. 

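The CSR-1A IP was sequenced in 3 libraries and its input in 2, from L4 animals that carry the HA tag on CSR-1A. The CSR-1B and CSR-1A + B IPs and inputs had 2 libraries each, at the L4 stage and at the adult stage. Control IPs from wild-type L4 animals, which carry no tag, had 3 IP and 3 input libraries with the HA antibody and as many with the FLAG antibody. L4 animals were collected about 49 h after L1 arrest by the methods and 48 h after hatching by the sample labels, and adults at about 68 h, all at 20 °C. The authors clipped and filtered the reads, mapped them to the *C. elegans* genome with Bowtie2, and counted them on the exons of each gene with featureCounts. The options for reads over several genes take the largest overlap and share a read as fractions where it is assigned to more than one, and no option for strand is given, so the deposited values are expected counts without normalization. Each file lists 31106 genes, except that the file of HA control input replicate 2 stops inside a row after 14424 genes, and that library was left out. Total counts on genes were between 6023189 and 7180767 in the CSR-1A IP libraries and 5066179 and 5296317 in its inputs. At the L4 stage, the CSR-1B IP libraries held 570862 and 7232476 counts and their inputs 6013456 and 10413430. The CSR-1A + B IP libraries at L4 held 4814607 and 5477140 counts and their inputs 5343284 and 7196510. In adults, IP libraries ranged from 9855819 to 17342341 counts and inputs from 6988870 to 8225048. The control IP libraries held between 3112901 and 4255561 counts, and the complete control inputs between 4655645 and 7047369. Expected counts were rounded to whole numbers, scaled by edgeR's TMM method, and filtered with edgeR's filterByExpr. Each IP was then compared with its own input by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. RPM values use the reads that mapped to the genome in Supplementary Data 6 as their denominator.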

CSR-1A, CSR-1B, and CSR-1A + B were immunoprecipitated from L4 stage animals, and CSR-1B and CSR-1A + B were additionally immunoprecipitated from the adult stage, for comparison. 

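Enrichment is the log2 fold change of a gene's small RNAs in an IP against its input. The published germline, spermatogenic and oogenic lists are not used here, and genes were grouped by their names instead, before the data were examined. The sperm-named list holds 89 genes, named for major sperm proteins (*msp*), defective spermatogenesis (*spe*), fertilization-defective sperm (*fer*) and other sperm-specific families. The oocyte-named list holds 50 genes, named for oocyte maturation (*oma*), the eggshell (*egg*, *perm*), maternal function (*mex*, *par*, *zyg*) and oogenesis (*puf*), among others. In the CSR-1A IP, the median enrichment of both lists together was 0.97, against 0.24 for the other 13560 genes tested. At the L4 stage it was 0.41 in the CSR-1B IP and 1.12 in the CSR-1A + B IP, against −1.27 and −0.09 for the other genes. In adults it was −0.70 in the CSR-1B IP and −0.76 in the CSR-1A + B IP, below the −0.38 and −0.15 of the other genes. The adult medians depend on the mix of both lists. The oocyte-named genes alone had 2.1 and 1.3 in these IPs, and the more numerous sperm-named genes −1.3 and −1.9. The HA control IP gave −0.33 for both lists and −0.09 for the other genes, and the FLAG control IP gave 0.22 and −0.0039. These differences from the other genes were not tested.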

We found that the small RNAs that immunoprecipitate with CSR-1A, CSR-1B, and CSR-1A + B are enriched for germline genes^34^ at both L4 and adult stages (Fig. 4a and Supplementary Fig. 4a). However, CSR-1A preferentially associates with small RNAs mapping to spermatogenic genes^34^ at the L4 stage while CSR-1B preferentially associates with small RNAs mapping to oogenic genes^34^ both at L4 and adult stages (Fig. 4a and Supplementary Fig. 4a). 

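In the CSR-1A IP at L4, the sperm-named genes had a median log2 enrichment of 1.38 and the oocyte-named genes 0.46, a difference of 0.92 (two-sided permutation test over genes, p = 2e-05). Adjusted for the 10 IPs tested, that p was 2.86e-05. Of the 89 sperm-named genes, 83 were enriched in the IP, and of the 50 oocyte-named genes, 44 were. The difference varied between the CSR-1A IP libraries, at 0.07, 1.68 and 0.75. With each replicate number left out in turn it stayed between 0.62 and 1.17. With replicate blocks in the model, it was 1.24, the farthest of the alternatives from the result without the block. Same-numbered CSR-1A IP and input libraries deviated from their group means with a correlation of 0.077 across genes. In the CSR-1B IP at L4, the sperm-named median was 0.16 and the oocyte-named median 1.76, a difference of −1.59 (permutation p = 1e-05, the smallest the resamples can give). Its replicates gave −1.77 and −1.75, and the block gave −1.63, with a correlation of 0.048 between same-numbered libraries. In the adult CSR-1B IP the medians were −1.31 and 2.09, a difference of −3.40 with the same p. The adult replicates gave −3.01 and −2.81, and the block −3.37, with a correlation of 0.023. The control IPs gave a difference of −0.56 with the HA antibody (permutation p = 1e-05) and 0.17 with the FLAG antibody (p = 0.0416). With the block these were −0.49 and 0.17, with correlations of 0.38 and 0.24. Genes are not independent replicates, so these p-values compare the lists within these libraries.

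**Figure D1:**
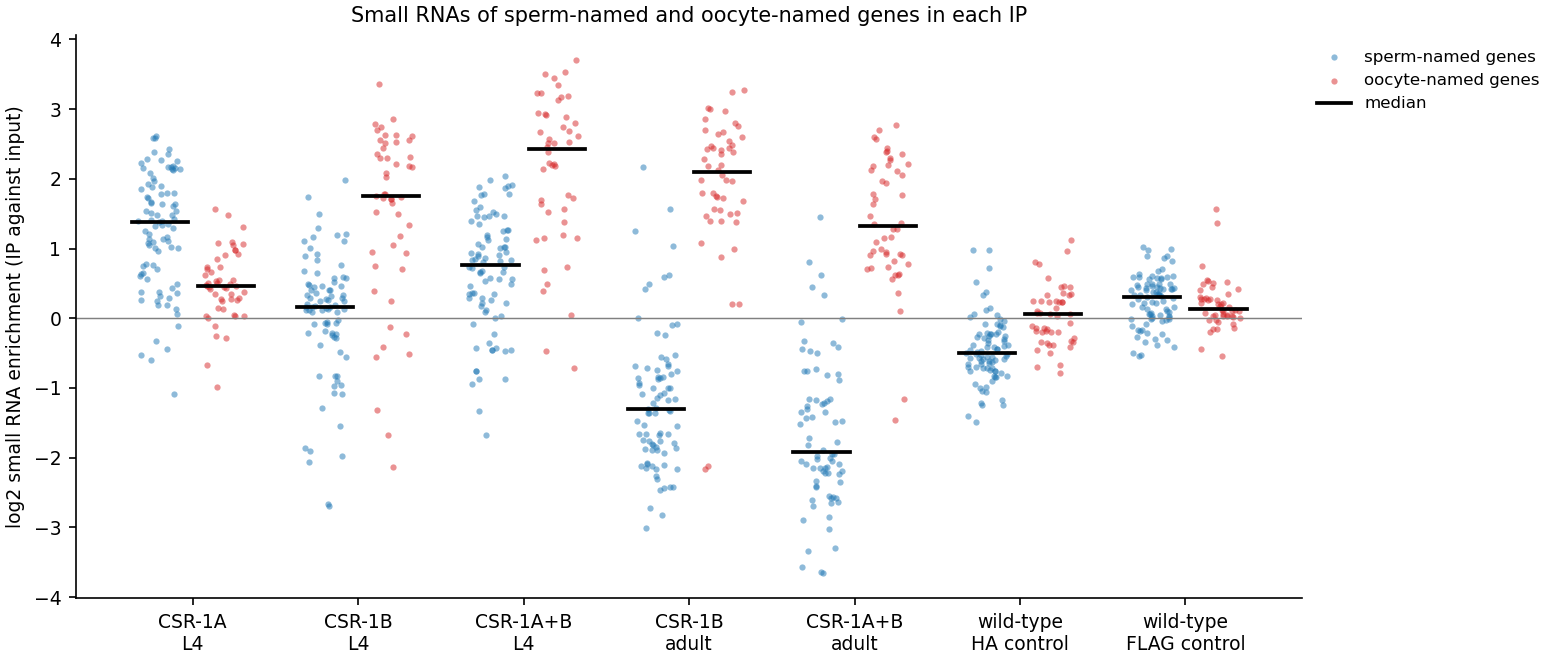
Log2 enrichment of each sperm-named gene (blue) and each oocyte-named gene (red) in 7 IPs against their inputs, with a bar at each list's median. The sperm-named median lies above the oocyte-named median in the CSR-1A IP by 0.92 and below it in the adult CSR-1B IP, at −1.31 against 2.09.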

CSR-1B is expressed at much higher levels than CSR-1A at the L4 stage (Figs. 1b, 3f), therefore we would expect that when we tag both isoforms together (CSR-1A + B) the majority of the small RNAs immunoprecipitated would associate with CSR-1B. Indeed, we observed that the majority of the small RNAs immunoprecipitated with CSR-1A + B map to oogenic genes at both L4 and adult stages (Fig. 4a and Supplementary Fig. 4a). 

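In the CSR-1A + B IP at L4, the median log2 enrichment was 0.77 for the sperm-named genes and 2.42 for the oocyte-named genes. The difference of −1.65 had a two-sided permutation p over genes of 1e-05, the smallest the resamples can give. Its replicates gave −1.49 and −1.61. Of 86 sperm-named genes tested, 70 were enriched, as were 46 of 48 oocyte-named genes. In adults, the medians were −1.92 and 1.32, and 5 of 76 sperm-named genes were enriched against 48 of 50 oocyte-named genes. The adult difference was −3.24, with replicates at −2.63 and −2.30 and the same permutation p. In a fit blocked by replicate, the differences were −1.63 at L4 and −3.24 in adults. The correlation of same-numbered IP and input libraries across genes was 0.0077 at L4 and 0.05 in adults.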

Regardless of isoform, the majority of the small RNAs associated with CSR-1 are 22-nucleotide long with a strong bias for guanine as the 5′ nucleotide (Supplementary Fig. 4b–d). These data indicate that, while both isoforms of CSR-1 bind 22G-RNAs mapping to germline genes, CSR-1A is enriched for siRNAs mapping to spermatogenesis-specific genes and CSR-1B is enriched for siRNAs mapping to oogenesis-specific genes.

**Fig. 4:**
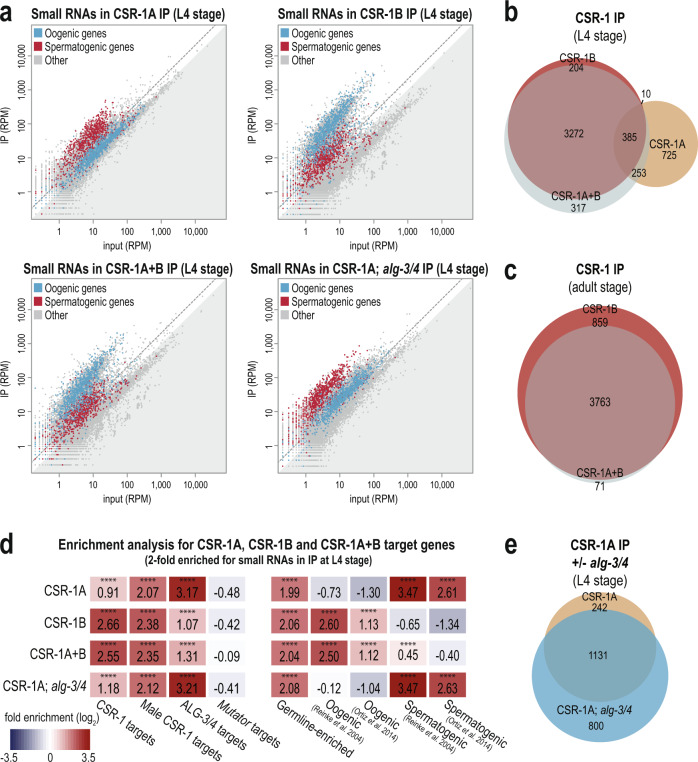
CSR-1A and CSR-1B target distinct groups of genes. **a** Normalized reads for oogenesis and spermatogenesis genes at L4 stage from HA::CSR-1A IP, FLAG::CSR-1B IP, FLAG::CSR-1A + B IP, and HA::CSR-1A; *alg-3/4* IP compared to input. Oogenic and spermatogenic genes (defined by Reinke et al., 2004) are indicated in blue and red, respectively. Gray dotted line indicates twofold enrichment in IP relative to input. **b** Venn diagram indicates overlap of CSR-1A, CSR-1B, and CSR-1A + B target genes at L4 stage. Target genes are defined are at least twofold enriched in the IP, with at least 10 RPM in IP samples and a DESeq2 adjusted *p* value ≤0.05. **c** Venn diagram indicates overlap of CSR-1B and CSR-1A + B gene lists at adult stage. **d** Enrichment analysis (log_2_(fold enrichment)) examining the overlap of CSR-1A, CSR-1B, and CSR-1A + B target genes with known targets of the CSR-1, male CSR-1, ALG-3/4, and *mutator* small RNA pathways and oogenesis and spermatogenesis-enriched genes. See Materials and Methods for gene list information. Two-tailed *p* values for enrichment was calculated using the Fisher’s exact test function in R. n.s. denotes not significant and indicates a *p* value >0.05 and **** indicates a *p* value ≤0.0001. See Supplementary Data 7 for more details regarding statistical analysis. **e** Venn diagram indicates overlap of CSR-1A target genes in the presence or absence of *alg-4*; *alg-3*.

We next sought to define a list of genes targeted by CSR-1A and CSR-1B. We defined the CSR-1A, CSR-1B, and CSR-1A + B target genes at both L4 and adult stages as those with complementary small RNAs at least twofold enriched in the IP compared to input, with at least 10 RPM in the IP samples and a DESeq2 adjusted *p* value of ≤0.05 (Supplementary Data 1). 

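By these criteria, with edgeR in place of DESeq2, 1786 genes of 13699 tested were CSR-1A targets, with a median log2 enrichment of 1.54. At the L4 stage there were 3622 CSR-1B targets of 13321 genes tested and 3974 CSR-1A + B targets of 13101. In adults there were 4209 CSR-1B targets of 14382 genes tested and 3499 CSR-1A + B targets of 14052. The wild-type control IPs passed the same criteria for 150 genes with the HA antibody and 472 with the FLAG antibody, and these were removed from the lists of that antibody. DESeq2 called 1613 CSR-1A targets, of which 1558 were also called by edgeR. Of all alternatives, DESeq2's size factors within edgeR gave the fewest CSR-1A targets, at 1305, and no filter on low counts the most, at 2278. After blocking by replicate number, edgeR called 1561 CSR-1A targets, of which 1505 were also called without it. The block gave 3566 and 3964 genes for CSR-1B and CSR-1A + B at L4, and 4206 and 3488 in adults. It gave 384 genes for the HA control, whose same-numbered libraries had a correlation of 0.38, and 500 for the FLAG control, at 0.24. The correlations of the CSR-1A, CSR-1B and CSR-1A + B libraries lay between 0.0077 and 0.077. The paper's CSR-1A list in Supplementary Data 1 holds 1373 genes, and 98.76% of them were called here. By the rule set for naming genes, the 2 targets with the largest enrichment and no overlap between IP and input libraries are given for each IP. For CSR-1A these were WBGene00194644 and WBGene00023271, both annotated as pseudogenes. WBGene00194644 lies on chromosome IV of WBcel235 from 12555311 to 12556482, and its exons share 30.8% of their bases with *anr-56* on the opposite strand, so its counts are uncertain. It had 146 ± 23.2 RPM (SD, n = 3) in the IP and 4.62 ± 1.35 RPM (SD, n = 2) in the input, and a log2 enrichment of 4.44 (standard error 0.304, adjusted p = 0.000629 from edgeR's quasi-likelihood test). WBGene00023271 lies on chromosome X of WBcel235 from 1433063 to 1433143 and varied more, with 14.4 ± 17.7 RPM (SD, n = 3) in the IP and 0.510 ± 0.143 RPM (SD, n = 2) in the input. Its log2 enrichment was 4.24 (standard error 1.40, adjusted p = 0.0494 from the same edgeR test). For CSR-1B at L4 these were the snoRNA gene *Y41D4B.36* (WBGene00220155; chromosome IV of WBcel235 from 1669842 to 1669974) and *algn-3* (WBGene00010720; chromosome II of WBcel235 from 14127687 to 14132833). *algn-3* had 544 ± 66.5 RPM (SD, n = 2) in the IP and 3.48 ± 1.02 RPM (SD, n = 2) in the input, a log2 enrichment of 5.46 (standard error 0.223, adjusted p = 7.99e-12, edgeR), and *Y41D4B.36* one of 5.62. For CSR-1A + B at L4 they were *Y41D4B.36* again, at 7.15, and *Y53C12A.6* (WBGene00013141; chromosome II of WBcel235 from 9717478 to 9717775). The input of *Y53C12A.6* lay at or under 3 counts, so it was at least 80.5-fold higher in the IP, and it shares 30.7% of its exonic bases with *Y53C12A.11* on the same strand, so its counts are uncertain. In adults, *Y41D4B.36* (6.36) and *metl-6* (WBGene00014205; chromosome III of WBcel235 from 3920626 to 3921711; 5.75) led the CSR-1B list. *metl-6* shares 8.43% of its exonic bases with *ZK1058.3* on the opposite strand. The adult CSR-1A + B list was led by the ncRNA gene *F39D8.7* (WBGene00202343; chromosome X of WBcel235 from 15426582 to 15426806), at 4.71, and *swt-4* (WBGene00012647; chromosome III of WBcel235 from 10625934 to 10628506), at 4.46. Of the 22-mers of *F39D8.7*, 32.4% occur elsewhere in the genome, and 13.7% of the exonic bases of *swt-4* overlap *hpr-9* on the opposite strand, so both counts are uncertain.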

Comparing these gene lists with one another, we found that the majority of CSR-1B target genes are also CSR-1A + B target genes at both L4 (94.5% overlap) and adult stages (81.4% overlap) (Fig. 4b, c). Furthermore, the CSR-1B target genes at L4 stage overlap significantly with the CSR-1B target genes at adult stage (94.0% overlap), and similarly the CSR-1A + B target genes at L4 stage overlap significantly with the CSR-1A + B target genes at adult stage (78.0% overlap) (Supplementary Fig. 4e, f). In contrast, only 28.8% of CSR-1A target genes at L4 stage overlap with CSR-1B target genes at L4 stage, and only 46.6% of CSR-1A target genes at L4 stage overlap with CSR-1A + B target genes at L4 stage, despite the CSR-1A + B IP at L4 stage immunoprecipitating both isoforms (Fig. 4b). Thus, these data demonstrate that CSR-1A targets a distinct set of genes and that due to the much higher expression of CSR-1B, immunoprecipitation of the two isoforms together at the L4 stage enriches for small RNAs that predominantly map to CSR-1B target genes.

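Of the CSR-1B targets at L4, 94.23% (3413 genes) were also CSR-1A + B targets. The background is the 6342 genes tested in both fits with a mean of at least 10 RPM in both IPs, of which 61.23% were CSR-1A + B targets. The odds ratio was 550.8 (two-sided Fisher's exact test), with a p at the smallest value reported, 1e-300. In adults, 81.18% (3417 genes) of CSR-1B targets were CSR-1A + B targets, against 52.55% of 6598 background genes, an odds ratio of 279 with p at the same bound. These are 2 of 16 overlaps tested, and at that bound the adjusted p is 2e-300. Fitting all small RNA libraries at once moved both shares most, to 87.05% at L4 and 72.97% in adults. Under a block on replicate number, they were 94.34% and 81.07%, where same-numbered libraries had correlations of 0.0077 to 0.05 across genes.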

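Between stages, 92.35% (3345 genes) of CSR-1B targets at L4 were CSR-1B targets in adults, against 65.62% of the 5869 background genes. The odds ratio was 77.82, with a two-sided Fisher's exact p at the smallest value reported, 1e-300. For CSR-1A + B, 76.07% (3023 genes) of L4 targets were adult targets, against 53.83% of 5893 background genes, with an odds ratio of 61.02 and the same bound on p. Library size alone gave 74.92% for CSR-1B and 66.01% for CSR-1A + B. With replicate blocks in the model, the shares were 92.43% for CSR-1B and 76.11% for CSR-1A + B. The correlations of same-numbered libraries were 0.048 and 0.023 for CSR-1B at L4 and in adults, and 0.0077 and 0.05 for CSR-1A + B.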

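Of the CSR-1A targets, 32.87% (587 genes) were CSR-1B targets at L4. Among the 6044 genes that could have been called in both IPs, 53.03% were CSR-1B targets, and the odds ratio was 1.02 (two-sided Fisher's exact test, p = 0.738, adjusted over 16 overlaps 0.738). The share counts all CSR-1A targets, including those that could not be called in the CSR-1B IP, and the odds ratio leaves these out, so the share is not comparable with the percentage of the background. The same holds for the next overlap. Of the CSR-1A targets, 45.24% (808 genes) were CSR-1A + B targets, against 56.58% of 6495 background genes, with an odds ratio of 1.36 (Fisher's exact p = 1.35e-06, adjusted 1.44e-06). In a fit blocked by replicate, the shares fell to 22.1% and 35.94%, and both odds ratios were then under 1. The Fisher's exact p with the block was 2.71e-15 for CSR-1B, within a range of 7.93e-32 to 0.74 over the alternatives. For CSR-1A + B it was 0.00831, within a range of 5.38e-48 to 0.363. The correlation of same-numbered libraries across genes was 0.077 for CSR-1A, 0.048 for CSR-1B and 0.0077 for CSR-1A + B.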

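Of the CSR-1A targets, 961 genes were in neither of the other L4 lists, 17 were shared with CSR-1B alone, 238 with CSR-1A + B alone, and 570 with both. Of the CSR-1A + B targets, 2843 were shared with CSR-1B alone, 323 were in neither list, and those 323 were 8.13% of the CSR-1A + B list. Only in the CSR-1B list were 192 genes. From these overlaps, the paper concludes that CSR-1A targets a distinct set of genes. It reasons that the CSR-1A + B IP enriches mainly for CSR-1B targets because CSR-1B is expressed at a much higher level.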

To further our understanding of which genes are targeted by CSR-1A and CSR-1B, we compared the CSR-1A, CSR-1B, and CSR-1A + B target gene lists to previously described target gene lists for other small RNA pathways^28,33–39^. As expected, CSR-1B and CSR-1A + B are strongly enriched for hermaphrodite and male CSR-1 target genes, and more modestly enriched for ALG-3/4 target genes (Fig. 4d). In contrast, CSR-1A is only modestly enriched for hermaphrodite CSR-1 target genes, and strongly enriched for ALG-3/4 target genes and male CSR-1 target genes (Fig. 4d). It has previously been shown that male CSR-1 target genes, identified by immunoprecipitating both isoforms of CSR-1 in males, include both oogenesis-specific genes identified as CSR-1 targets in hermaphrodites, and male-specific genes that are also ALG-3/4 targets^33^. Thus, it is not surprising that both CSR-1B, which preferentially binds hermaphrodite CSR-1 target genes, and CSR-1A, which preferentially binds ALG-3/4 target genes, are enriched for male CSR-1 target genes (Fig. 4d). In further agreement with these data, the CSR-1A target gene list is strongly enriched for spermatogenic genes, and the CSR-1B and CSR-1A + B target gene lists are strongly enriched for oogenic genes (Fig. 4d). In contrast, neither CSR-1A, CSR-1B, nor CSR-1A + B are enriched for *mutator* target genes, which include pseudogenes, repetitive elements, transposons, and other germline-repressed genes (Fig. 4d). 

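Among the 7707 genes that could be called as CSR-1A targets, 75 were sperm-named, and 55 of these were targets, an odds ratio of 9.38 (two-sided Fisher's exact test, p = 3.28e-20, adjusted over 31 tests 7.26e-20). Of 47 oocyte-named genes in that background, 4 were CSR-1A targets, with an odds ratio of 0.307 (adjusted Fisher's exact p = 0.0197). For CSR-1B at L4, 35 of 47 oocyte-named genes were targets, with an odds ratio of 2.54 and an adjusted p of 0.00706. Of 52 sperm-named genes, 8 were CSR-1B targets, and the odds ratio was 0.156 (adjusted Fisher's exact p = 4.26e-08). The CSR-1A + B list at L4 held 41 of 47 oocyte-named genes, an odds ratio of 5.24 (adjusted Fisher's exact p = 1.62e-05), and 27 of 62 sperm-named genes, 0.584 (adjusted p = 0.0466). With DESeq2 the odds ratio of the sperm-named genes in that list was 1.02. In adults, the CSR-1B list held 44 of 48 oocyte-named genes, with an odds ratio of 6.97 (adjusted Fisher's exact p = 6.6e-06). The adult CSR-1A + B list held 30 of 48, an odds ratio of 1.64 that did not pass the threshold (adjusted p = 0.127), while DESeq2 called 38 (3.03, adjusted p = 0.00172). Of the 10 sperm-named genes that reached 10 RPM in the adult CSR-1B IP, 2 were targets, an odds ratio of 0.157 (adjusted Fisher's exact p = 0.0221), and of 5 in the adult CSR-1A + B IP, 1 was a target (0.246, adjusted p = 0.238). The published lists used for Fig. 4d are not used here.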

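The published list of *mutator* targets is not used here, and 2 classes from the files stand beside it, annotated pseudogenes and the WAGO-1 targets at L4. Of 378 pseudogenes that could be called, 68 were CSR-1A targets, an odds ratio of 0.716 (two-sided Fisher's exact test, adjusted over 31 tests p = 0.0197). For CSR-1B and CSR-1A + B at L4 the odds ratios of pseudogenes were 0.0861 and 0.101 (adjusted Fisher's exact p = 8.71e-58 and 4.92e-62). Of 1637 WAGO-1 targets, 37 were CSR-1A targets, with an odds ratio of 0.0571 (adjusted Fisher's exact p = 4.33e-153). The CSR-1B and CSR-1A + B lists held 70 and 129 WAGO-1 targets, with odds ratios of 0.031 and 0.0445. The median log2 enrichment of all WAGO-1 targets was −0.59 in the CSR-1A IP, −2.94 in the CSR-1B IP and −1.49 in the CSR-1A + B IP.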

Together, these data further show that CSR-1A and CSR-1B bind small RNAs targeting germline genes associated with distinct small RNA pathways, with CSR-1A preferentially targeting spermatogenic genes and ALG-3/4 targets and CSR-1B preferentially targeting oogenic genes and hermaphrodite CSR-1 targets.

### CSR-1A does not require ALG-3/4 to bind spermatogenic small RNAs

Because CSR-1A shares a similar expression pattern to ALG-3 and targets spermatogenic genes, we next sought to determine whether the small RNAs bound to CSR-1A require ALG-3/4 for their production. To this end, we immunoprecipitated CSR-1A in an *alg-3/4* mutant background and sequenced the associated small RNAs. 

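CSR-1A was immunoprecipitated through its HA tag from L4 animals that lack *alg-3* and *alg-4*, in 3 IP libraries with 3 inputs. Total counts on genes were between 3943147 and 6124518 in the IP libraries, with a median of 4744117, and between 4451793 and 5954742 in the inputs, with a median of 5057044. Small RNAs on the mutated genes check the labels. *alg-3* (WBGene00011910) had 1.71 ± 0.306 RPM (SD, n = 3) in the mutant inputs and 25.6 ± 3.24 RPM (SD, n = 2) in the *2xHA::csr-1a* inputs. *alg-4* (WBGene00006449) had 1.25 ± 0.902 RPM in the mutant inputs and 25.3 ± 2.66 RPM in the *2xHA::csr-1a* inputs, with the same numbers of libraries. Ribosomal RNA genes took between 21.6% and 40.8% of the counts in the mutant inputs, and 7.73% and 18.7% in the *2xHA::csr-1a* inputs.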

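In the CSR-1A IP from the *alg-3/4* mutant, the median log2 enrichment was 1.90 for 84 sperm-named genes, all of them above 0, and 0.20 for 48 oocyte-named genes, 29 of them above 0. The difference of 1.70 had a two-sided permutation p over genes of 1e-05, the smallest the resamples can give (adjusted over 10 IPs, 1.67e-05). Its 3 replicates gave 1.06, 1.67 and 1.95. After blocking by replicate number, it was 1.66, and same-numbered libraries had a correlation of 0.25 across genes. Of 74 sperm-named genes that could be called, 63 were targets in the mutant, with an odds ratio of 22.6 (two-sided Fisher's exact test, adjusted p = 4.6e-32), as were 2 of 45 oocyte-named genes (0.176, adjusted p = 0.00706).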

Interestingly, in the absence of *alg-3* and *alg-4*, CSR-1A was still preferentially loaded with small RNAs targeting spermatogenic genes (Fig. 4a, d). In addition, 82.4% of CSR-1A target genes in the wild-type background were also defined as targets of CSR-1A in the *alg-3*; *alg-4* double mutant background (Fig. 4e). Furthermore, CSR-1A target genes in the *alg-3*; *alg-4* double mutant background were strongly enriched for ALG-3/4 target genes and male CSR-1 target genes, and modestly enriched for hermaphrodite CSR-1 target genes, similar to CSR-1A target genes in a wild-type background (Fig. 4d). Thus, these data show, despite CSR-1A and ALG-3/4 targeting many of the same genes, CSR-1A is not directly downstream of ALG-3/4 in regulating spermatogenic gene expression and ALG-3 and ALG-4 are dispensable for the production of CSR-1A-bound spermatogenic small RNAs.

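There were 1620 CSR-1A targets in the *alg-3/4* background of 12453 genes tested, while the replicate number as a block gave 1607 and DESeq2 gave 2026. The paper's list for this background holds 1931 genes, of which 83.79% were called here and 99.64% with DESeq2. The 1620 targets held 65.45% (1169 genes) of the CSR-1A targets with ALG-3/4 present, against 20.65% of 7125 background genes. The odds ratio was 36.66, with a two-sided Fisher's exact p at the smallest value reported, 1e-300. The share was 80.1% with DESeq2, 71.04% with the block, and between 61.81% and 70.72% with each replicate left out in turn. Scaling by library size alone moved it most, to 93.91%. Same-numbered libraries of the mutant had a correlation of 0.25, and those of the *2xHA::csr-1a* strain 0.077. In the other direction, 72.16% of the targets in the *alg-3/4* background were CSR-1A targets with ALG-3/4 present, and 23.52% (381 genes) were CSR-1B targets at L4. The targets with the largest enrichment were *srz-13* (WBGene00010590; chromosome V of WBcel235 from 16182410 to 16183540) and *F56D6.12* (WBGene00044474; chromosome IV of WBcel235 from 3908107 to 3908509). *srz-13* was at least 88.2-fold higher in the IP, with an input at or under 3 counts, and it also passed the criteria of enrichment in the FLAG control IP. *F56D6.12* had 32.3 ± 7.27 RPM (SD, n = 3) in the IP and 0.501 ± 0.0727 RPM (SD, n = 3) in the input, a log2 enrichment of 4.61 (standard error 0.319, adjusted p = 8.34e-06, edgeR's quasi-likelihood test). Copies elsewhere in the genome share 14.7% of its 22-mers and 13.8% of those of *srz-13*, so both are uncertain.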

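The difference between the 2 backgrounds was tested by edgeR as an interaction of IP against input with strain. Of 14304 genes, 300 had a different enrichment at an adjusted p of at most 0.05, 293 of them higher in the *alg-3/4* background and 7 lower. Of the 1786 CSR-1A targets, 72 were higher and 2 lower. The sperm-named genes had a median interaction of 0.81 and the oocyte-named genes −0.0022, a change of 0.81 (two-sided permutation test over genes, p = 1e-05, the smallest the resamples can give). Compared between the strains, the lists differed by 0.14 in the IP libraries alone (permutation p = 0.138) and by −0.44 in the inputs alone. The change thus lies mainly in the inputs. Under a block on replicate number, 514 genes differed, 74.9% of them higher, and the change was 0.40 (permutation p = 0.00038, within a range of 1e-05 to 0.00038 over the alternatives). The share of higher genes was 97.67% without the block and 77.23% with no filter on low counts. Leaving out 1 mutant replicate at a time left between 16 and 243 genes. The correlation of same-numbered libraries was 0.25 in the mutant and 0.077 in the *2xHA::csr-1a* strain. From the preference for spermatogenic genes and the overlap of the lists, the paper concludes that CSR-1A is not directly downstream of ALG-3/4, and that ALG-3 and ALG-4 are dispensable for making the spermatogenic small RNAs bound by CSR-1A.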

### CSR-1A expression is positively correlated with the expression of CSR-1A target genes

It is well-established that CSR-1 targets germline-expressed genes, and that CSR-1 can either license and protect these transcripts from silencing by the piRNA pathway in the adult germline or can modestly tune the transcript level in developing oocytes and embryos^8,14,20^. To determine whether CSR-1A is similarly protecting or tuning its target transcripts, we generated mRNA high-throughput sequencing libraries from wild-type, *csr-1a*(*cmp135*) mutants, and *csr-1a*(*cmp143*) mutants at 20 °C (Supplementary Data 2). 

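mRNA was sequenced in 3 libraries each from L4 animals of wild-type, *csr-1a*(*cmp135*) and *csr-1a*(*cmp143*), collected at 48 h and 20 °C. The repair template of *cmp135* in Supplementary Data 5 replaces 20 bases of the reference, ATGCAGTCGGATAATGTCGG, with the 8 bases GCGGCCGC, a NotI site. The replaced bases lie on chromosome IV of WBcel235 from 7957580 to 7957599, start with the *csr-1a* start codon and cover 6 complete codons (MQSDNV) and 2 bases of the next. The reference around the start codon is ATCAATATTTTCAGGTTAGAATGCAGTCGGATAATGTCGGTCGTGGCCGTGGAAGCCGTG. The authors trimmed the paired reads with Trimmomatic, mapped them with HISAT2, and counted fragments on exons with featureCounts, so the deposited values are counts without normalization. Total counts were between 19021255 and 21093818 in wild-type, 16894971 and 20379923 in *cmp135*, and 16729691 and 19709789 in *cmp143*. Each allele was compared with wild-type by edgeR's quasi-likelihood test, with TMM normalization and filterByExpr. The files count all *csr-1* isoforms together (WBGene00017641, with counted exons from 7957580 to 7962129), and its mRNA fell in both alleles. *csr-1* had 61.0 ± 7.08 CPM (SD, n = 3) in *cmp135*, 48.5 ± 6.65 CPM in *cmp143* and 136 ± 4.75 CPM in wild-type. Its log2 fold change was −1.03 (standard error 0.0987, adjusted p = 1.77e-05) in *cmp135* and −1.34 (standard error 0.125, adjusted p = 0.000625) in *cmp143*, by edgeR. In *cmp135*, 2519 mRNAs were lower and 2994 higher of 14247 tested, and in *cmp143* 1234 were lower and 1753 higher of 14065. Scaling by library size alone gave 3742 lower and 2365 higher in *cmp135*, and 2026 lower and 1330 higher in *cmp143*. Lower mRNAs were then 61.27% and 60.37% of those called, against 45.69% and 41.31% with TMM, and the median of all genes shifted to −0.134 and −0.161. With replicate blocks in the model, 725 mRNAs were lower and 1233 higher in *cmp143*, whose same-numbered libraries had a correlation of −0.15 across genes. Both alleles shared 1097 lower and 1650 higher mRNAs, and none was called in opposite directions. Across the 13978 genes tested in both, their log2 fold changes had a Pearson correlation of 0.943 and a Spearman correlation of 0.879, where genes are not independent replicates and both alleles share the same wild-type libraries.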

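In *csr-1a*(*cmp135*), the median log2 fold change of 1687 CSR-1A targets was −0.078 relative to the other tested genes, and 993 fell while 694 rose. In *csr-1a*(*cmp143*), the median of 1684 CSR-1A targets was −0.076 relative to the others, and 1008 fell while 676 rose. limma's camera test, which here allows for a small fixed correlation between genes, gave p = 0.18 for *cmp135* and p = 0.067 for *cmp143* (adjusted over 16 tests, 0.288 and 0.119). In a fit blocked by replicate, the median in *cmp143* was −0.085 (limma's camera p = 0.0332, within a range of 0.00599 to 0.462 over the alternatives), where same-numbered libraries had a correlation of −0.15. The medians of the CSR-1A targets in single libraries, relative to the mean of wild-type and to the other genes, were 0.0089, −0.019 and 0.015 in wild-type. They were −0.035, −0.054 and −0.093 in *cmp135*, and −0.10, −0.020 and −0.14 in *cmp143*.

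**Figure D2:**
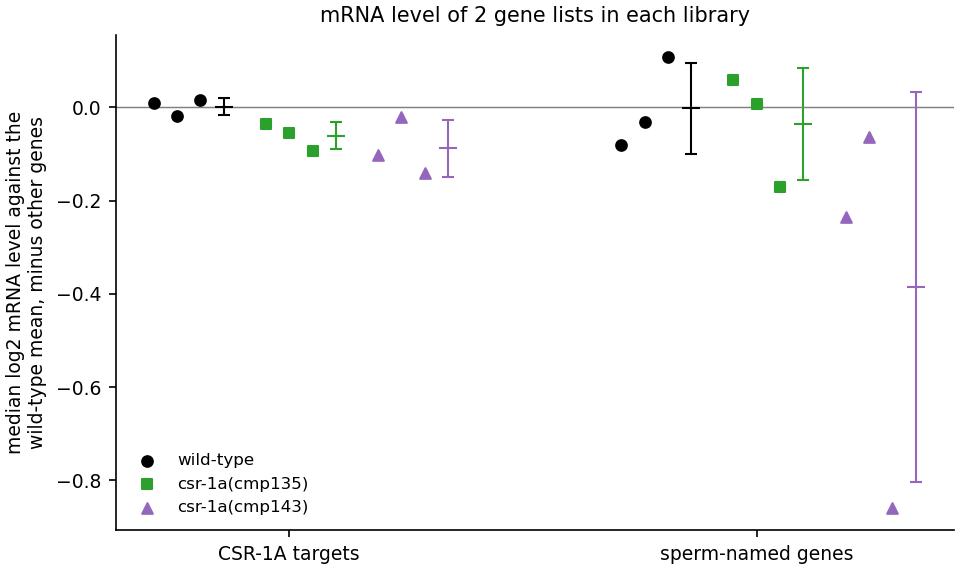
Median log2 mRNA level of the CSR-1A targets and of the sperm-named genes in each of the 9 libraries, relative to wild-type and to all other genes, with the mean and SD of each genotype. The CSR-1A targets lie between −0.019 and 0.015 in wild-type and reach −0.14 in one *cmp143* library.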

In both *csr-1a* mutant alleles, CSR-1A targets are modestly, but significantly, downregulated compared to wild-type (Fig. 5a). Similarly, spermatogenic genes^28^ are significantly downregulated in both *csr-1a* mutants compared to wild-type (Fig. 5a). In contrast, *mutator* target genes^40^ were unchanged in both *csr-1a* mutants (Fig. 5a). It is worth noting, however, that only 10.5% of CSR-1A targets are significantly downregulated (DESeq2 adjusted *p* value of ≤0.05) in *csr-1a*(*cmp143*) mutants, while 9.7% of CSR-1A targets are significantly upregulated (DESeq2 adjusted *p* value of ≤0.05) in *csr-1a*(*cmp143*) mutants (Fig. 5b). 

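The published spermatogenic list is not used here. Of 84 sperm-named genes in *csr-1a*(*cmp135*), 45 fell and 39 rose, with a median log2 fold change of −0.041 relative to the other genes (limma's camera test over 16 comparisons, adjusted p = 0.56). In *csr-1a*(*cmp143*), 71 of 83 fell, with a median of −0.42 (limma's camera test, adjusted p = 4.48e-05), and 7 of them were called lower. This fall did not pass when camera estimated the correlation between these genes in place of the small fixed one (limma's camera p = 0.449). After blocking by replicate number, the median in *cmp143* was −0.49 (limma's camera p = 4.32e-06, within a range of 4.38e-10 to 0.449), where same-numbered libraries had a correlation of −0.15. The single libraries gave 0.058, 0.0069 and −0.17 in *cmp135*, and −0.24, −0.064 and −0.86 in *cmp143*, against −0.081 to 0.11 in wild-type. The fall in *cmp143* was thus far larger in one library than in the other 2. Genes whose input small RNAs fall from L4 to adult also had lower mRNA, with medians of −0.11 in *cmp135* and −0.25 in *cmp143*. A later stage of the mutant animals is thus not excluded as a cause of the falls here and in the CSR-1A targets. A direct comparison of the alleles gave a difference of 0.43 (limma's camera p = 8.96e-17), which did not pass the threshold when camera estimated the correlation between these genes (p = 0.199). Over all genes, that comparison called 0 of 13898, with 844 at an unadjusted p under 0.05.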

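The WAGO-1 targets at L4, which stand here beside the published *mutator* list, had a median log2 fold change of −0.028 relative to the other genes in *csr-1a*(*cmp135*), with 805 of 1497 lower (limma's camera test, adjusted p = 0.59). In *csr-1a*(*cmp143*) it was 0.013, with 757 of 1484 lower (limma's camera test, adjusted p = 0.873). The CSR-1B targets had −0.0028 in *cmp135* and 0.017 in *cmp143* (limma's camera test, adjusted p = 0.337 and 0.56). These p-values are adjusted over 16 tests, and none passed the threshold.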

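Of the 1786 CSR-1A targets, 7.56% were called lower in *csr-1a*(*cmp143*) by edgeR, against 8.88% of the other tested genes (odds ratio 0.895 over tested genes, 1684 of them targets, two-sided Fisher's exact p = 0.251). The direction of this comparison depended on the setting. The odds ratio was 1.21 with DESeq2 (9.29% against 8.00%, Fisher's exact p = 0.029), 1.24 with library size alone (p = 0.00272) and 1.47 with no filter on low counts (p = 6.01e-05), and the p of the alternatives ranged from 1.16e-09 to 0.64. Higher calls covered 7.95% (142 genes) of the targets, against 13.0% of the others (odds ratio 0.616, Fisher's exact p = 2.74e-08, adjusted over 4 tests 5.48e-08). Under a block on replicate number, 3.30% were called lower (odds ratio 0.639, Fisher's exact p = 0.00079) and 4.93% higher, where same-numbered libraries had a correlation of −0.15 across genes. In *csr-1a*(*cmp135*), 15.3% (274 genes) of the targets were lower, against 17.9% of the others (odds ratio 0.891, Fisher's exact p = 0.103; odds ratios from 0.738 to 1.34 over the alternatives), and 13.3% (237 genes) were higher, against 22.0% (p = 8.41e-15).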

Of the downregulated CSR-1A targets, 82.6% are also spermatogenic genes^28^, while the upregulated CSR-1A targets only include 23.3% spermatogenic genes (Fig. 5b). To confirm that some CSR-1A target transcripts are indeed reduced in the *csr-1a* mutants, we performed RT-qPCR on three spermatogenic genes that were strongly enriched for mapped small RNAs in the CSR-1A immunoprecipitation. 

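The 3 genes were *R05D7.2* (WBGene00011027; chromosome I of WBcel235 from 12165729 to 12168022), *Y41C4A.7* (WBGene00012754; chromosome III of WBcel235 from 11698869 to 11700087) and *F44D12.6* (WBGene00009683; chromosome IV of WBcel235 from 10033363 to 10034820), all protein coding. *R05D7.2* had 133 ± 15.4 RPM (SD, n = 3) in the IP and 8.41 ± 0.819 RPM (SD, n = 2) in the input, a log2 enrichment of 3.45 (standard error 0.253, adjusted p = 0.000629, edgeR's quasi-likelihood test). *Y41C4A.7* had 73.3 ± 5.60 RPM (SD, n = 3) in the IP and 7.90 ± 0.241 RPM (SD, n = 2) in the input, and its enrichment was 2.67 (standard error 0.236, adjusted p = 0.000644, edgeR). *F44D12.6* had 88.1 ± 13.6 RPM (SD, n = 3) in the IP and 6.78 ± 1.35 RPM (SD, n = 2) in the input, and its enrichment was 3.15 (standard error 0.304, adjusted p = 0.00077, edgeR). With replicate blocks in the model, the 3 enrichments were 3.35, 2.62 and 3.16, where same-numbered libraries had a correlation of 0.077. None of the 3 was called in the HA control IP, where their log2 enrichments were −0.92, −0.85 and −0.73. In the CSR-1B IP at L4 they were 1.06, 0.81 and 1.56, and *R05D7.2* and *F44D12.6* met the criteria of a target there.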

We determined that all three genes showed a consistent and significant decrease in transcript levels in both *csr-1a* mutants compared to wild-type animals (Fig. 5c). In contrast, the *csr-1a* mutants had no effect on *morc-1*, a germline gene that was only enriched in CSR-1B and CSR1A + B immunoprecipitation, and not in CSR-1A (Fig. 5c). Therefore, CSR-1A appears to have modest but significant positive effects on some of its target transcripts, such that in its absence, these genes have reduced expression.

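*morc-1* (WBGene00022531; chromosome III of WBcel235 from 5203713 to 5206911) had 489 ± 185 RPM (SD, n = 3) in the IP and 273 ± 13.8 RPM (SD, n = 2) in the input of CSR-1A. Its log2 enrichment of 0.30 (standard error 0.327, adjusted p = 0.472, edgeR's quasi-likelihood test) was not called, and with the replicate number as a block it was −0.03, where same-numbered libraries had a correlation of 0.077. For CSR-1B at L4 it had 2763 ± 452 RPM (SD, n = 2) in the IP and 88.4 ± 5.88 RPM (SD, n = 2) in the input, an enrichment of 3.10 (standard error 0.170, adjusted p = 1.03e-10, edgeR). For CSR-1A + B at L4 it had 1803 ± 58.0 RPM (SD, n = 2) in the IP and 80.9 ± 6.03 RPM (SD, n = 2) in the input, an enrichment of 3.49 (standard error 0.136, adjusted p = 5.93e-06, edgeR). With the block these were 3.09 and 3.49, with correlations of 0.048 and 0.0077. In adults the enrichment was 2.29 for CSR-1B and 1.70 for CSR-1A + B, and both were called.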

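In the mRNA libraries, *Y41C4A.7* had 0.896 ± 0.105 CPM in *cmp135* and 0.755 ± 0.125 CPM in *cmp143*, against 2.03 ± 0.582 CPM in wild-type (SD, n = 3 each). Its log2 fold change was −1.05 (standard error 0.302, adjusted p = 0.0185) in *cmp135* and −1.28 (standard error 0.333, adjusted p = 0.028) in *cmp143*, by edgeR's quasi-likelihood test. *F44D12.6* had 3.17 ± 0.323 CPM in *cmp135* and 2.41 ± 0.360 CPM in *cmp143*, against 5.08 ± 0.811 CPM in wild-type, with log2 fold changes of −0.55 (standard error 0.181, adjusted p = 0.0352) and −0.93 (standard error 0.223, adjusted p = 0.0207), edgeR. *R05D7.2* had 0.879 ± 0.304 CPM in *cmp135* and 0.542 ± 0.240 CPM in *cmp143*, against 1.18 ± 0.375 CPM in wild-type, and its changes of −0.28 (standard error 0.362, adjusted p = 0.575) and −0.97 (standard error 0.437, adjusted p = 0.154) were not called by edgeR. In a fit blocked by replicate, where the *cmp143* libraries had a pairing correlation of −0.15, the edgeR calls of *Y41C4A.7* and *F44D12.6* in *cmp143* were not made (adjusted p = 0.074 and 0.0645, within ranges of 0.0108 to 0.115 and 0.00664 to 0.0843 over the alternatives). *morc-1* had 18.5 ± 0.881 CPM in *cmp135* and 20.4 ± 1.53 CPM in *cmp143*, against 24.6 ± 1.41 CPM in wild-type, with log2 fold changes of −0.28 (standard error 0.0925, adjusted p = 0.0337) and −0.12 (standard error 0.104, adjusted p = 0.446), edgeR. The *cmp135* calls of *Y41C4A.7*, *F44D12.6* and *morc-1* were not made under some alternatives, over which the adjusted p ranged from 0.0101 to 0.0789, 0.0153 to 0.114 and 0.00813 to 0.105. Among genes called the same way in both alleles with no overlap between mutant and wild-type libraries, of which chance gives 10% per allele, *T26E4.4* (WBGene00012046; chromosome V of WBcel235 from 15790476 to 15792583) and *F32D8.1* (WBGene00009326; chromosome V of WBcel235 from 10880837 to 10883399) fell most. Their log2 fold changes were −5.40 and −4.06 in *cmp135* and −4.14 and −4.21 in *cmp143*. *col-7* (WBGene00000596; chromosome I of WBcel235 from 7401674 to 7402753) and *col-62* (WBGene00000638; chromosome I of WBcel235 from 7403291 to 7404374) rose most. *col-7* rose by 10.53 and 9.52, and *col-62* was at least 670.7-fold and 341.9-fold higher, from at or under 3 counts in wild-type. Of the 22-mers of *col-7* and *col-62*, 94.5% and 93.8% occur elsewhere in the genome, so both are uncertain. From the fall of some of its targets, the paper proposes that CSR-1A has modest positive effects on some target transcripts.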

**Fig. 5:**
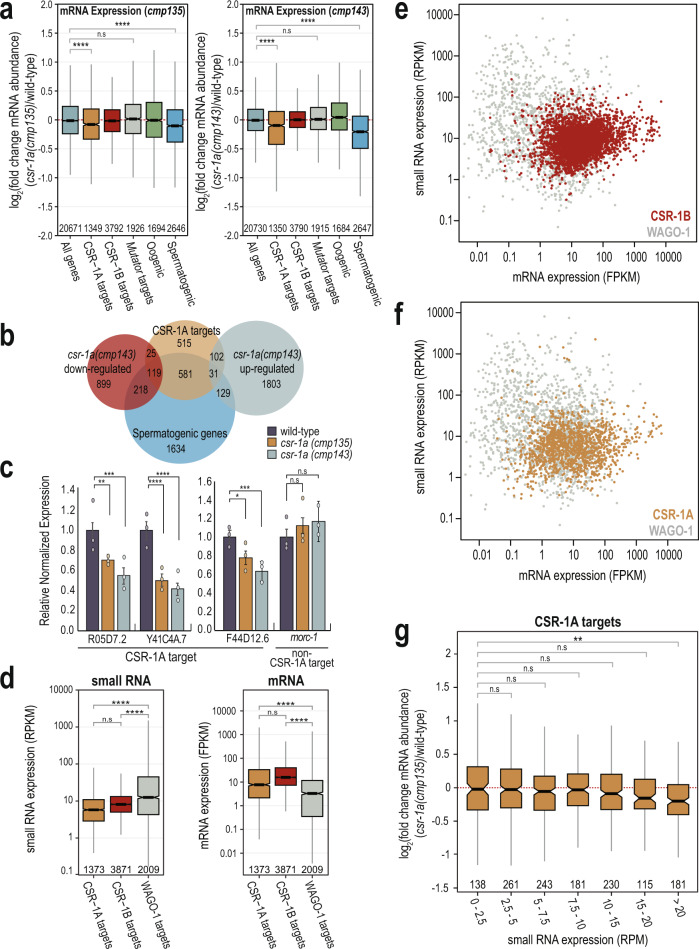
CSR-1A targets spermatogenesis-expressed genes. **a** Box plots depicting log_2_(fold change mRNA abundance) for L4 stage *csr-1a*(*cmp135*) (left) and *csr-1a*(*cmp143*) (right) mutants relative to wild-type animals at 20 °C (three biological replicates). Gene lists defined by Ortiz et al., 2014, Manage et al., 2020, and this work. **b** Venn diagram indicates overlap of CSR-1A targets, spermatogenic genes (Ortiz et al., 2014), and *csr-1a*(*cmp143*) up- and downregulated genes, which were defined as having a DESeq2 adjusted *p* value ≤0.05. **c** RT-qPCR from wild-type, *csr-1a* (*cmp135*), and *csr-1a* (*cmp143*) L4 animals raised at 20 °C for R05D7.2, Y41C4A.7, and F44D12.6, genes that are highly enriched in HA::CSR-1A IPs, and *morc-1*, which is enriched in FLAG::CSR-1B and FLAG::CSR-1A + B IPs, but not HA::CSR-1A IPs. Relative expression was normalized over *rpl-32* and calculated relative to wild-type animals. Bar graphs representing mean for three biological replicates and error bars indicate SEM. **d** Box plot depicting small RNA reads per kilobase per million (RPKM, left) and mRNA fragments per kilobase per million (FPKM, right) from L4 wild-type animals, raised at 20 °C, 48 h post L1 (two biological replicates for small RNA and three biological replicates for mRNA). Small RNAs and mRNAs transcripts were grouped based on their mapping to CSR-1B, CSR-1A, and WAGO-1 target genes, identified from the RNA-IP experiments. **e**, **f** Small RNA expression (RPKM) plotted against mRNA expression (FPKM) in wild-type animals for CSR-1B (**e**) and CSR-1A (**f**) target genes compared against WAGO-1 target genes. CSR-1B, CSR-1A, and WAGO-1 gene lists come from FLAG::CSR-1B IP, HA::CSR-1A IP, and FLAG::WAGO-1 IP in L4 animals, respectively. Each point is calculated from the average of two biological replicates for small RNA and three biological replicates for mRNA. **g** Box plot depicting log_2_(fold change mRNA abundance) of CSR-1A target genes for L4 stage *csr-1a*(*cmp135*) mutants relative to wild-type animals at 20 °C where the CSR-1A target genes are binned based on the mapped small RNA reads per million (RPM) in wild-type animals (three biological replicates). For all box plots (**a**, **d**, **g**), bolded midline indicates median value, box indicates the first and third quartiles, and whiskers represent the most extreme data points within 1.5 times the interquartile range, excluding outliers. Two-tailed *t*-tests were performed to determine statistical significance (**a**, **c**, **d**, **g**) and *p* values were adjusted for multiple comparisons (**a**, **d**, **g**). n.s denotes not significant and indicates a *p* value >0.05, * indicates a *p* value ≤0.05, ** indicates a *p* value ≤0.01, *** indicates a *p* value ≤0.001, and **** indicates a *p* value ≤0.0001. See Supplementary Data 7 for more details regarding statistical analysis.

Recent studies have examined the relationship between the levels of siRNAs targeting each transcript in correlation with mRNA expression^20,41^. In general, mRNAs expression tends to be lower for genes with very high levels of siRNAs and for genes that are targets of the Argonaute protein, WAGO-1^41^. In contrast, mRNA expression tends to be higher for genes that are targets of CSR-1^41^. To determine whether this trend holds true for CSR-1A target genes, for comparison, we generated a list of WAGO-1 target genes at the L4 stage by immunoprecipitating WAGO-1 and defining targets as those at least twofold enriched in a WAGO-1 IP compared to input, with at least 10 RPM in the IP samples, and a DESeq2 adjusted *p* value of ≤0.05. 

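The WAGO-1 IP and its input had 2 libraries each, with 4774327 and 6802150 counts on genes in the IP and 5395219 and 5674229 in the input. The same edgeR test and criteria called 2284 WAGO-1 targets of 13554 genes tested, with a median log2 enrichment of 1.81. DESeq2 called 2023, of which 2022 were also called by edgeR, and scaling by library size alone gave the fewest, at 1522. After blocking by replicate number, 2284 were called, 2283 of them the same genes, and same-numbered libraries had a correlation of 0.037 across genes. The targets with the largest enrichment and no overlap of IP and input were the tRNA gene WBGene00009206 (chromosome IV of WBcel235 from 13870265 to 13870336) and the ncRNA gene *Y51B9A.13* (WBGene00201542; chromosome II of WBcel235 from 9404373 to 9404439). WBGene00009206 had 30.3 ± 2.74 RPM (SD, n = 2) in the IP and 0.705 ± 0.173 RPM (SD, n = 2) in the input, a log2 enrichment of 5.59 (standard error 0.202, adjusted p = 2.17e-11, edgeR). *Y51B9A.13* had 19.5 ± 2.68 RPM (SD, n = 2) in the IP and 0.657 ± 0.0461 RPM (SD, n = 2) in the input and an enrichment of 4.97 (standard error 0.242, adjusted p = 3.04e-10, edgeR). Of its exonic bases, 89.6% overlap WBGene00014910 on the opposite strand and 39.1% of its 22-mers occur elsewhere, and 13.7% of the 22-mers of WBGene00009206 do, so both are uncertain. Among pseudogenes that could be called, 273 of 365 were WAGO-1 targets, with an odds ratio of 3.63 (two-sided Fisher's exact test, adjusted over 31 tests p = 2.58e-28). Total small RNA from wild-type L4 animals, collected at 48 h, had 2 libraries of 2085142 and 2115070 counts on genes.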

Then using mRNA and small RNA sequencing libraries from wild-type animals at L4 stage, we found that WAGO-1 targets have significantly higher levels of mapping complementary small RNAs compared to CSR-1A and CSR-1B targets (Fig. 5d–f). Moreover, mRNA expression of WAGO-1 targets is significantly lower than mRNA expression of CSR-1A and CSR-1B target genes (Fig. 5d–f). Therefore, the CSR-1A bound small RNAs and target mRNAs are more similar in expression level to those of CSR-1B compared to WAGO-1, further supporting the argument that CSR-1A may function similarly to CSR-1B to promote expression of its target genes. 

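Levels are RPKM, with mapped reads as the denominator, in the wild-type small RNA libraries, as the mean of log2(RPKM + 0.1) over the genes of a list. They were 2.62 for 1786 CSR-1A targets, 3.08 for 3622 CSR-1B targets and 3.94 for 2284 WAGO-1 targets. CSR-1A targets were lower than WAGO-1 targets by a difference of −1.32 and CSR-1B targets by −0.86. Each difference had a two-sided permutation p over genes of 1e-05, the smallest the resamples can give, and the same after adjustment over 6 comparisons. The difference between CSR-1A and CSR-1B targets was −0.46, and −0.48 and −0.46 in the 2 libraries. Each permutation test left out the genes shared by both lists. Without these, the difference between CSR-1A and CSR-1B targets was −0.62 (permutation p = 1e-05), and those from WAGO-1 targets −1.34 and −0.88. Keeping only genes in one list moved the difference between CSR-1A and WAGO-1 targets most, to −1.47. A spread over 2 libraries measures the libraries, and genes are not independent replicates.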

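For mRNA, levels are FPKM, with the fragments on genes as the denominator, in the 3 wild-type libraries, as the mean of log2(FPKM + 0.1). They were 3.44 for CSR-1A targets, 4.11 for CSR-1B targets and 1.02 for WAGO-1 targets. The CSR-1A targets were 2.42 above the WAGO-1 targets, and between 2.41 and 2.48 in the single libraries. The CSR-1B targets were 3.09 above them, and CSR-1A lay below CSR-1B by −0.67. Each of these had a two-sided permutation p over genes of 1e-05, the smallest the resamples can give. The tests again left out the genes shared by both lists, without which the differences were 2.46, 3.18 and −1.15. Of the WAGO-1 targets, 280 had no mRNA counts in any library, against 23 CSR-1A and 72 CSR-1B targets. Keeping only genes with at least 10 counts in every library reduced the difference between CSR-1A and WAGO-1 targets to 0.75, and a pseudocount of 0.01 raised it to 2.99.

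**Figure D3:**
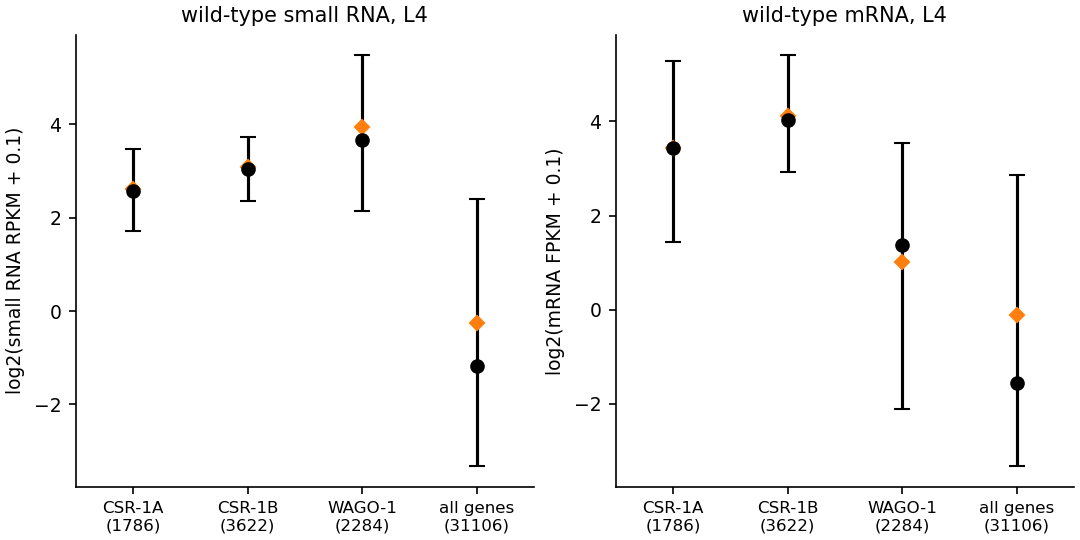
Small RNA RPKM and mRNA FPKM in wild-type L4 animals on a log2 scale for CSR-1A, CSR-1B and WAGO-1 targets and all genes, with the median and quartiles in black and the mean as an orange diamond. The WAGO-1 targets have the highest mean small RNA level of the 3 lists, 3.94, and the lowest mean mRNA level, 1.02.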

We next grouped the CSR-1A target genes into seven bins based on their small RNA expression in wild-type animals. 

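CSR-1A targets tested in *csr-1a*(*cmp135*) mRNA were grouped by their mean RPM in the wild-type total small RNA libraries, into 5 bins with edges at 2.5, 5, 10 and 20 RPM. The 130 targets up to 2.5 RPM had a median mRNA log2 fold change of 0.019, and 49.2% of them fell. The next bins held 308, 534 and 436 targets, with medians of 0.0019, −0.045 and −0.11, of which 50%, 56.7% and 60.8% fell. Above 20 RPM, 279 targets had a median of −0.21, and 74.2% fell. The highest bin minus the lowest was −0.23 (two-sided permutation test over genes, p = 1e-05, the smallest the resamples can give, adjusted over both alleles 2e-05). With counts on genes in place of mapped reads as the denominator of RPM, the lowest bin held only 11 targets. The difference was then −0.19 and did not pass the threshold (permutation p = 0.156). Left out in turn, single mRNA replicates moved it between −0.29 and −0.19. The trend was not limited to CSR-1A targets. Highest minus lowest was −0.20 for CSR-1B targets that are not CSR-1A targets, and −0.092 for genes outside the CSR-1A list (permutation p = 0.0001 for each).

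**Figure D4:**
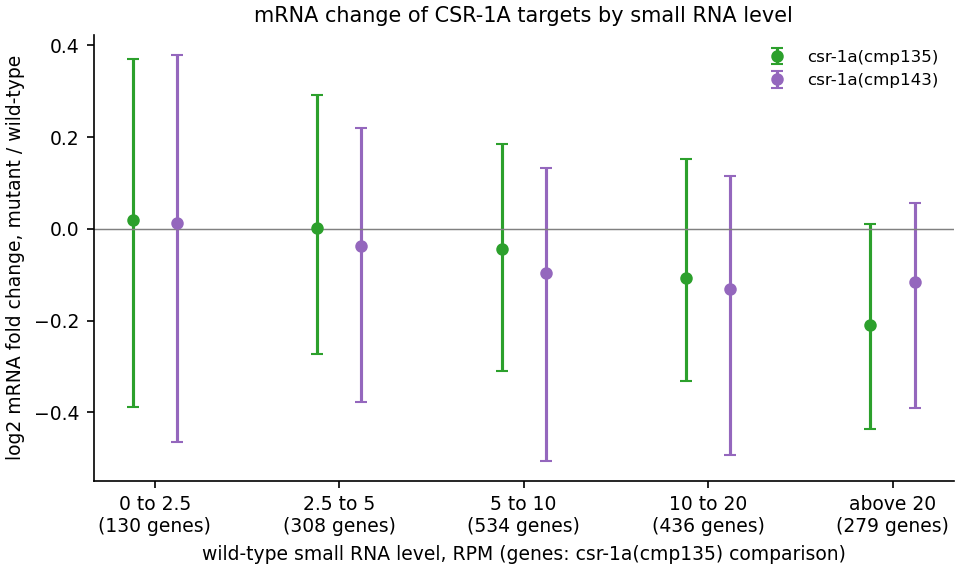
Median and quartiles of the mRNA log2 fold change of CSR-1A targets in both *csr-1a* alleles, in 5 bins of wild-type small RNA RPM. In *cmp135* the median falls from 0.019 in the lowest bin to −0.21 above 20 RPM.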

We found that higher levels of CSR-1A siRNAs (>20 RPM in wild-type animals) correlates with reduced mRNA expression in *csr-1a* mutants, while the expression of genes with lower levels of CSR-1A siRNAs tends to be unchanged in *csr-1a* mutants (Fig. 5g). This result is consistent with both the very modest effect of the *csr-1a* mutants on transcript level of all CSR-1A target genes (Fig. 5a) and the much more significant effect of the *csr-1a* mutants on the transcript level of the three CSR-1A target genes tested by qPCR (Fig. 5c), which were selected based on the strong enrichment for their mapped small RNAs in the CSR-1A immunoprecipitation. Together, these data suggest that CSR-1A may share a similar licensing mechanism to what has been previously proposed for CSR-1, and that in *csr-1a* mutants, the spermatogenic transcripts licensed by CSR-1A are no longer protected and may be subjected to degradation.

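In *csr-1a*(*cmp143*), the bins had median log2 fold changes of 0.013, −0.038, −0.096, −0.13 and −0.11, from the lowest RPM to the highest. The highest minus the lowest was −0.13 (two-sided permutation test over genes, p = 0.00538, adjusted over both alleles 0.00538). CSR-1B targets that are not CSR-1A targets gave −0.085 (permutation p = 0.0009). Genes outside the CSR-1A list gave −0.031, which did not pass the threshold (permutation p = 0.0516). From the levels of small RNA and mRNA and from its own bins in *cmp135* (Fig. 5g), the paper proposes that CSR-1A shares a licensing mechanism with CSR-1, and that without CSR-1A the spermatogenic transcripts it licenses lose protection and become open to degradation.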

### The first exon of CSR-1A is unstructured and contains RG motifs

CSR-1A differs from its shorter counterpart by a single N-terminal exon. The exon is arginine/glycine-rich (containing RG motifs), and we sought to determine whether this unique exon is conserved across the *Caenorhabditis* genus. 

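On chromosome IV of WBcel235, *csr-1* (WBGene00017641) is annotated on the forward strand from 7957267 to 7962157, which is wider than the exons counted in the files. The *csr-1a* start codon lies from 7957580 to 7957582, and the coding part of the exon unique to *csr-1a* ends at 7958054. It is 475 bases long and encodes 158 complete codons, with 24 arginines and 38 glycines. It contains 15 RG motifs, the first with its arginine at residue 8 and the last at residue 131. An intron of 544 bases follows, from 7958055 to 7958598. The *csr-1b* start codon lies from 7958613 to 7958615, 14 bases into the next exon, which is 160 bases long and shared by both isoforms.

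**Figure D5:**
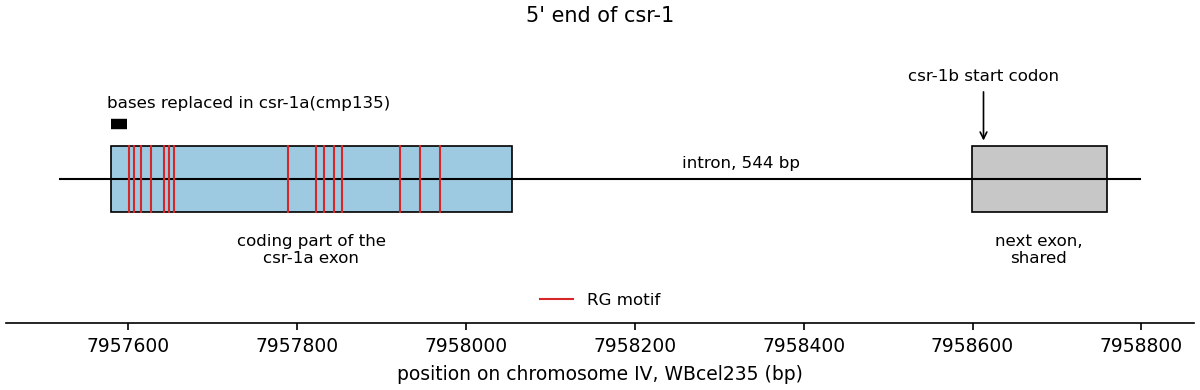
The 5′ end of *csr-1* on chromosome IV, in WBcel235 positions, with the coding part of the *csr-1a* exon in blue, its 15 RG motifs as red lines, the bases replaced in *csr-1a*(*cmp135*) as a black bar, the 544-base intron and the next exon in grey. The arrow marks the *csr-1b* start codon at 7958613.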

We first identified CSR-1 orthologs in several closely related nematode species, including *C. brenneri*, *C. briggsae*, *C. japonica*, *C. latens*, *C. nigoni*, *C. remanei*, *C. sinica*, and *C. tropicalis*. The first exon of CSR-1 in each species is the least conserved portion of the protein; however, like *C. elegans* CSR-1A, each ortholog had enrichment of arginines and glycines in this region (Supplementary Fig. 5). Furthermore, while only a single isoform is annotated in most of the species, all orthologs possessed a conserved methionine at the position of the *C. elegans* CSR-1B start codon (Supplementary Fig. 5). Additionally, all eight orthologs have a large intron between the first exon and the rest of the protein, with a median size of 617 bp and the smallest being 503 bp in *C. tropicalis*. These data suggest that the regulatory elements driving CSR-1B expression in *C. elegans*, which are found in this intron, may also be conserved.

Because of the repetitive nature of the RG motif region and the lack of otherwise strong sequence conservation, we next asked whether the first exon of CSR-1 contains regions of intrinsic disorder. Using IUPred2^42,43^, we determined that the first exon of CSR-1A in *C. elegans* is highly disordered while the rest of the protein is predicted to be structured (Supplementary Fig. 6a). We then examined the CSR-1 orthologs in related *Caenorhabditis* species and found that, like in *C. elegans*, the first exon of CSR-1 is highly disordered in all related nematode species (Supplementary Fig. 6b), demonstrating that the disordered nature of the first exon is a conserved feature of the CSR-1 protein.

### The RG motifs in the first exon of CSR-1A are dimethylated

It has been shown previously that RG motifs are often targets of Protein arginine methyltransferases (PRMTs), which catalyze the methylation of arginine residues^44–47^. To determine whether CSR-1A contains methylated arginines, we immunoprecipitated 2xHA::CSR-1A and subjected the sample to mass spectrometry analysis. We identified six dimethylated arginines in the first exon of CSR-1A, which constituted 100% of the RG motifs captured by mass spectrometry (Fig. 6a and Supplementary Data 3). The remaining RG motifs were not captured, methylated or unmethylated, by our mass spectrometry experiment. We did not identify any dimethylarginines in the portion of the CSR-1 protein found in both CSR-1A and CSR-1B isoforms, however the conserved RGRG sequence found near the N-terminus of CSR-1B, a good candidate region for dimethylation, was also not captured by our mass spectrometry experiment. We were also unable to determine whether these arginines were symmetrically or asymmetrically dimethylated, which will be an important distinction for future studies. Together, these data indicate that the first exon of CSR-1A is heavily methylated, and, given the conservation of RG motifs in this region across *Caenorhabditis* species, this methylation is likely also conserved.

**Fig. 6:**
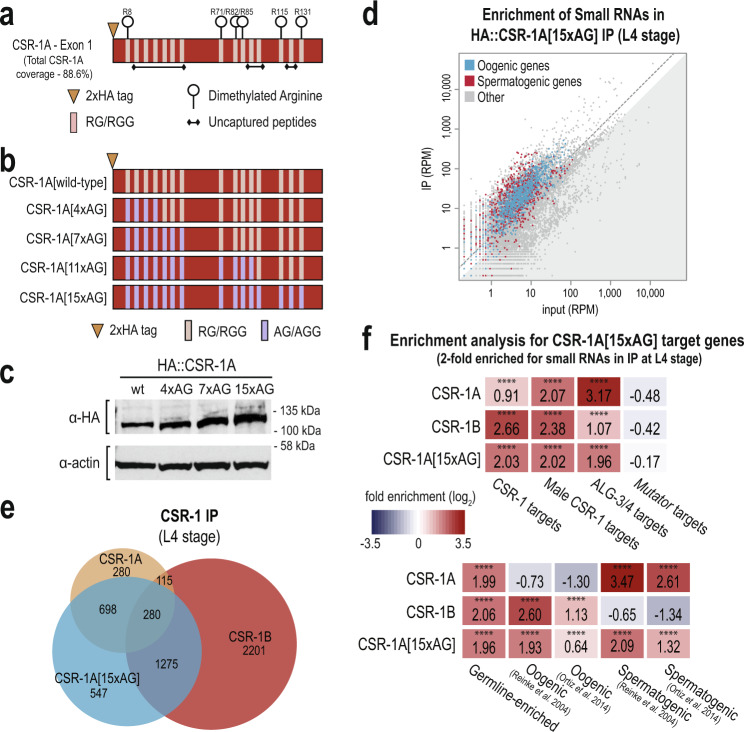
Methylation of CSR-1A N-terminal exon promotes binding preference for spermatogenic siRNAs. **a** Graphical display of dimethylation modifications detected on CSR-1A by mass spectrometry following IP. **b** Schematic representation of the series of arginine to alanine mutations created by CRISPR to generate the unmethylatable CSR-1A[15xAG]. **c** Western blot for HA::CSR-1A in the RG-to-AG mutants. Actin is shown as a loading control. The blot has been reproduced. **d** Normalized reads for spermatogenic and oogenic genes (defined by Reinke et al., 2004) from HA::CSR-1A[15xAG] IP compared to input. Spermatogenic and oogenic genes are highlighted in red and blue, respectively. Gray dotted line indicates twofold enrichment in IP relative to input. **e** Venn diagram indicates overlap of CSR-1A, CSR-1B, and CSR-1A[15xAG] target genes at L4 stage. **f** Enrichment analysis (log_2_(fold enrichment)) examining the overlap of CSR-1A, CSR-1B, and CSR-1A[15xAG] target genes with known targets of the CSR-1, male CSR-1, ALG-3/4, and *mutator* small RNA pathways and oogenesis and spermatogenesis-enriched genes. See Materials and Methods for gene list information. Two-tailed *p* values for enrichment was calculated using the Fisher’s exact test function in R. n.s denotes not significant and indicates a *p* value >0.05 and **** indicates a *p* value ≤0.0001. See Supplementary Data 7 for more details regarding statistical analysis. Source data are provided as a Source data file.

We next sought to study the function of the dimethylarginine modification. To this end, we mutated all arginines found in RG motifs within the first exon of CSR-1A to alanine using CRISPR, thus rendering the exon unmethylatable. Because we generated the mutations sequentially from the N-terminus of the protein, three-to-four arginines at a time, we created a series of proteins with four, seven, 11 or all 15 RG motifs mutated to AG— hereafter referred to as CSR-1A[4xAG], CSR-1A[7xAG], CSR-1A[11xAG], and CSR-1A[15xAG] (Fig. 6b). We first asked if dimethylation of arginines affects the expression or stability of the CSR-1A protein. By western blot, we determined that the CSR-1A[4xAG], CSR-1A[7xAG], and CSR-1A[15xAG] proteins are expressed at levels comparable to wild-type (Fig. 6c). Because dimethylation has been shown previously to contribute to Argonaute protein localization^48^, we next tested whether dimethylation is necessary for CSR-1A localization to P granules. We performed immunostaining on CSR-1A[wild-type], CSR-1A[4xAG], and CSR-1A[15xAG] L4 stage hermaphrodites and detected no discernable differences in localization in the RG-to-AG mutant strains (Supplementary Fig. 6c). Finally, to determine whether the dimethylated RG motifs are required for fertility, we performed brood size assays on CSR-1A[wild-type], CSR-1A[7xAG], and CSR-1A[15xAG] animals. We found that CSR-1A[7xAG] and CSR-1A[15xAG] animals have a modest but significant reduction in brood size compared to the control strain, indicating that *csr-1a* RG motif mutants phenocopy a null *csr-1a* mutant (Supplementary Fig. 6d). Therefore, our data demonstrates that the first exon of CSR-1A contains the dimethylarginine modification, however this modification is not required for expression or localization of the CSR-1A protein. Furthermore, since the brood sizes were similar between CSR-1A[7xAG] and CSR-1A[15xAG], this data may suggest that the seven most N-terminal RG sites are more crucial or that a minimum number of methylated sites is required for optimal CSR-1A function.

### The RG motifs in CSR-1A promote specificity for binding small RNAs targeting spermatogenic genes

CSR-1A and CSR-1B both localize to P granules in the spermatogenesis region of the germline in L4 stage hermaphrodites and males, yet each isoform has distinct small RNA targets (Figs. 1a and 4a, b). Because the isoforms only differ by the presence of the RG motif-containing exon in CSR-1A, we asked if the RG motifs and the dimethylarginine modification could be a mechanism by which CSR-1A preferentially associates with spermatogenic small RNAs. 

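In CSR-1A[15xAG], the arginines of the 15 RG motifs in the unique exon are changed to alanine. The repair templates in Supplementary Data 5 change 7 of them first (R8A, R10A, R13A, R17A, R22A, R24A and R26A, residues counted from the first methionine of CSR-1A), then 5 (R71A, R82A, R85A, R89A and R92A), and then 3 (R115A, R123A and R131A). The IP through the HA tag and its input each had 3 libraries from L4 animals. Total counts on genes were between 6411286 and 7829069 in the IP, with a median of 6632938, and between 7008861 and 7711276 in the input, with a median of 7442446. Ribosomal RNA genes took between 41.2% and 61.6% of the input counts and 7.14% and 7.54% of the IP counts.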

To test this hypothesis, we immunoprecipitated 2xHA::CSR-1A[15xAG] from L4 stage animals and subjected the associated small RNAs to high-throughput sequencing. We found that the small RNAs that immunoprecipitate with CSR-1A[15xAG] map to both spermatogenic and oogenic genes, with no discernable preference for either (Fig. 6d). 

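In the CSR-1A[15xAG] IP, 85 sperm-named genes had a median log2 enrichment of 0.33, with 51 above 0, and 49 oocyte-named genes one of 0.79, with 42 above 0. The difference was −0.46 (two-sided permutation test over genes, p = 0.0532, adjusted over 10 IPs 0.0532), and the replicates gave −0.46, −0.08 and −0.80. Under a block on replicate number, it was −0.46 (permutation p = 0.0467, within a range of 0.00178 to 0.161 over the alternatives), where same-numbered libraries had a correlation of −0.05 across genes. The other genes had a median of 0.016.

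**Figure D6:**
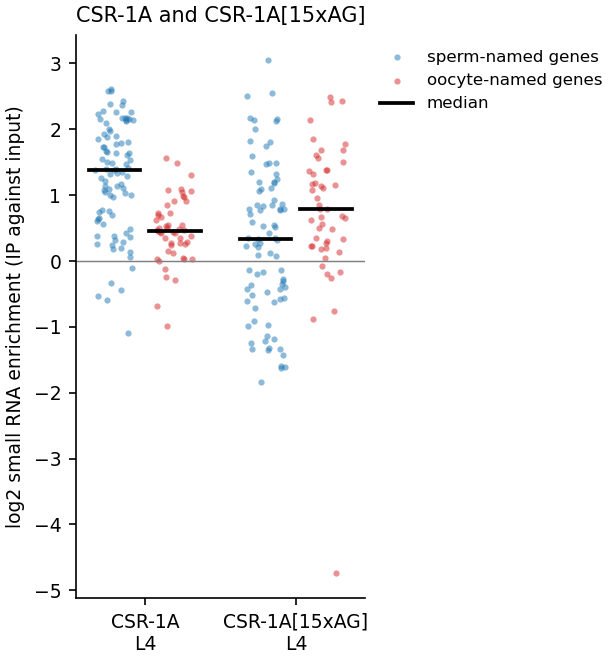
Log2 enrichment of each sperm-named gene (blue) and each oocyte-named gene (red) in the CSR-1A and CSR-1A[15xAG] IPs at L4, with a bar at each list's median. The sperm-named median is 1.38 in the CSR-1A IP and 0.33 in the CSR-1A[15xAG] IP, and the oocyte-named median 0.46 and 0.79.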

We next defined the list of genes targeted by CSR-1A[15xAG] as those at least twofold enriched in the IP compared to input, with at least 10 RPM in the IP samples and a DESeq2 adjusted *p* value of ≤0.05 (Supplementary Data 1). Comparing this gene list to the wild-type CSR-1A and CSR-1B target gene lists at L4 stage, we found that 34.9% (978 genes) of the genes in the CSR-1A[15xAG] list overlapped with the wild-type CSR-1A gene list and 55.5% (1555 genes) of the genes in the CSR-1A[15xAG] list overlapped with the CSR-1B gene list (Fig. 6e). Furthermore, when we compared the CSR-1A[15xAG] target gene list to previously described target genes lists for other small RNA pathways^28,33–39^, we found that the CSR-1A[15xAG] target gene list is strongly enriched for hermaphrodite and male CSR-1 target genes, and for ALG-3/4 target genes (Fig. 6f). 

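There were 2597 CSR-1A[15xAG] targets of 13319 genes tested, 2588 with the replicate number as a block and 2863 with DESeq2. Of these, 44.74% (1162 genes) were CSR-1A targets, against 24.58% of 6611 background genes, with an odds ratio of 8.55 (two-sided Fisher's exact test, p = 4.6e-274, adjusted over 16 overlaps 8.18e-274). CSR-1B targets made up 51.91% (1348 genes), with an odds ratio of 4.12 (Fisher's exact p = 3.67e-121, adjusted 5.34e-121) among the 5511 genes that could be called in both IPs, of which 52.42% were CSR-1B targets. The shares count all CSR-1A[15xAG] targets, including those that could not be called in the other IP, and the odds ratios leave these out, so a share is not comparable with the percentage of the background. In both other lists were 393 genes, and 18.48% of the CSR-1A[15xAG] targets were in neither. With the block, the shares were 37.98% and 51.24%, and with DESeq2 39.7% of the list were CSR-1A targets. Same-numbered libraries had a correlation of −0.05 across genes for CSR-1A[15xAG], 0.077 for CSR-1A and 0.048 for CSR-1B. The targets with the largest enrichment were WBGene00194644, which also led the CSR-1A list, and *Y37H2A.14* (WBGene00045416; chromosome V of WBcel235 from 18143716 to 18144720). WBGene00194644, whose counts are uncertain for its overlap with *anr-56*, had 1826 ± 453 RPM (SD, n = 3) in the IP and 7.12 ± 1.62 RPM (SD, n = 3) in the input, a log2 enrichment of 6.74 (standard error 0.240, adjusted p = 9.83e-10, edgeR). *Y37H2A.14* was at least 151.5-fold higher in the IP, with an input at or under 3 counts.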

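Of 57 sperm-named genes that could be called, 21 were CSR-1A[15xAG] targets, an odds ratio of 1.02 (two-sided Fisher's exact test, p = 1). Of 42 oocyte-named genes, 19 were targets, an odds ratio of 1.44 (Fisher's exact p = 0.261, adjusted over 31 tests 0.279). With DESeq2 these were 22 and 20 genes, with odds ratios of 0.935 and 1.36.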

Additionally, the CSR-1A[15xAG] target gene list is strongly enriched for both spermatogenic and oogenic genes (Fig. 6f). These results are in contrast to the wild-type CSR-1A target gene list, which is strongly enriched for spermatogenic genes but not oogenic genes, and to the CSR-1B target gene list, which is strongly enriched for oogenic genes but not spermatogenic genes (Fig. 6f). However, like wild-type CSR-1A and CSR-1B, CSR-1A[15xAG] is not enriched for *mutator* target genes (Fig. 6f). 

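Of the sperm-named genes that could be called in each IP, 73.3% were targets of CSR-1A, 36.8% of CSR-1A[15xAG] and 15.4% of CSR-1B at L4. Of the oocyte-named genes, the shares were 8.51%, 45.2% and 74.5%. *morc-1*, which was not called in the CSR-1A IP, had 413 ± 14.6 RPM (SD, n = 3) in the IP and 75.6 ± 17.2 RPM (SD, n = 3) in the input of CSR-1A[15xAG], a log2 enrichment of 1.20 (standard error 0.133, adjusted p = 4.67e-06, edgeR), and was called. With replicate blocks in the model, this was 1.20, where same-numbered libraries had a correlation of −0.05.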

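Of 329 pseudogenes that could be called, 73 were CSR-1A[15xAG] targets, with an odds ratio of 0.483 (two-sided Fisher's exact test, adjusted over 31 tests p = 2.98e-08). Of 1456 WAGO-1 targets, 74 were CSR-1A[15xAG] targets, with an odds ratio of 0.0668 (adjusted Fisher's exact p = 6.2e-212). The published *mutator* list is not used here.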

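The difference between CSR-1A[15xAG] and CSR-1A was tested by edgeR as an interaction of IP against input with strain. Of 14849 genes, 2836 had a different enrichment at an adjusted p of at most 0.05, 1112 of them higher for CSR-1A[15xAG] and 1724 lower. Of the 1786 CSR-1A targets, 236 were higher and 212 lower, and the median interaction of these targets was −0.0077. The sperm-named genes had a median interaction of −0.90, with 19 of 89 above 0, and the oocyte-named genes 0.47, with 41 of 50 above 0. Compared between the strains, the oocyte-named genes had a median of −0.50 in the IP libraries alone, with 7 of 48 above 0, and −0.72 in the inputs alone. The sperm-named genes had −1.02 in the IP libraries alone, with 7 of 89 above 0, and −0.069 in the inputs alone. The change of −1.37 between the lists had a two-sided permutation p over genes of 1e-05, the smallest the resamples can give, and the same after adjustment over 4 such tests. In a fit blocked by replicate, 3442 genes differed and the change was −1.64, where same-numbered libraries had correlations of −0.05 and 0.077. Leaving out 1 CSR-1A[15xAG] replicate at a time kept the change between −1.56 and −1.23. Scaling by library size alone called 5870 genes, 83.92% of them higher against 39.21% with TMM, and shifted the median of all genes to 0.81, while the change between the lists was −1.34.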

Together, these data indicate that loss of the RG motifs, and therefore loss of the dimethylarginine modification, is associated with a reduced specificity of CSR-1A for small RNAs targeting spermatogenesis genes and an increased binding of oogenic small RNAs.

## Discussion

The Argonaute protein CSR-1 is critical to promote germline gene expression and fertility. Here we demonstrate that, in addition to the short isoform CSR-1B which is expressed throughout germline development and during gametogenesis of both sexes, a longer isoform, CSR-1A, is selectively expressed during spermatogenesis. During L4, where both isoforms are expressed in the spermatogenesis region, CSR-1A and CSR-1B co-localize at P granules. Yet despite localizing to the same subcellular structure and sharing nearly complete sequence and presumably structural identity, CSR-1A and CSR-1B associate with distinct subsets of small RNAs targeting germline-expressed genes—CSR-1A preferentially binds to small RNAs targeting spermatogenic genes, whereas CSR-1B binds to small RNAs targeting oogenic genes. The single exon unique to CSR-1A contains RG motifs that are modified with dimethylarginine and these methylated RG motifs are critical to CSR-1A specificity for spermatogenic small RNA substrates.

### CSR-1A promotes spermatogenic gene expression

Previous work has shown that CSR-1 can license targeted transcripts for expression in the adult germline, while its catalytic domain is necessary to tune embryonic gene expression and clear maternal transcripts^13,14,20,49^. Though these studies did not make a distinction between CSR-1A and CSR-1B, based on the expression of only CSR-1B in the adult germline and embryos, we can attribute these CSR-1 activities to the CSR-1B isoform. Here we show that CSR-1A similarly does not downregulate its target genes during spermatogenesis and in fact, seems to modestly promote the expression of some spermatogenic genes. RNAi of CSR-1 has also been demonstrated to trigger mis-expression of spermatogenic mRNAs in the germlines of adult-stage animals, which, under normal conditions, should be undergoing oogenesis^50^. This study also did not distinguish between CSR-1A and CSR-1B isoforms, therefore it remains to be determined which CSR-1 isoform is required for suppressing spermatogenic transcription during oogenesis.

The Argonaute proteins ALG-3 and ALG-4 similarly promote the expression of many spermatogenic genes, and trigger the biogenesis of ALG-3/4-dependent 22G-RNAs as part of a feed-forward loop to promote paternal inheritance^26,33^. With ALG-3 and CSR-1A sharing nearly identical expression patterns and CSR-1A being a spermatogenic Argonaute with a preference for spermatogenic 22G-RNAs, an obvious hypothesis would be that CSR-1A acts downstream of ALG-3 and ALG-4. However, the CSR-1A spermatogenic 22G-RNAs are produced independently of ALG-3/4 indicating that CSR-1A is likely part of a distinct pathway that targets the same spermatogenic genes as ALG-3/4 and another still-unidentified Argonaute binds the ALG-3/4-dependent 22G-RNAs. Importantly, these findings do not exclude the possibility of CSR-1B being an essential player in paternal epigenetic inheritance and acting downstream of ALG-3/4, as CSR-1B is still present in secondary spermatocytes with ALG-3^33^, when CSR-1A has already disappeared. At the L4 stage, when both isoforms are expressed, our immunoprecipitation and sequencing of CSR-1B-bound small RNAs indicate that CSR-1B targets gender-neutral and oogenic mRNAs. It is important to note that, during the L4 stage, CSR-1B is expressed throughout the germline while CSR-1A and ALG-3 are restricted to the spermatogenic region (Fig. 2b and Supplementary Fig. S2a)^26^. Thus, when sequencing small RNAs immunoprecipitated from whole animals, we are unable to determine whether CSR-1B is binding oogenic siRNAs throughout the germline or in specific germline regions, and whether CSR-1B could bind low levels of spermatogenic siRNAs during spermatogenesis that fall below our cutoff for enrichment. Furthermore, since the majority of CSR-1 studies have examined adults or embryos^8,13,14,20^, it is unclear whether, during the L4 stage, CSR-1B is licensing or repressing its target mRNAs, or even protecting them from ALG-3/4 or CSR-1A targeting. Or perhaps oogenic mRNAs are at such low levels throughout development that most CSR-1B Argonaute proteins remain unassociated with mRNA until the transition to adulthood and the onset of oogenesis.

If CSR-1A does not act downstream of ALG-3/4 for paternal inheritance, then how might it function to promote spermatogenic gene expression? If we look to CSR-1B as a guide, then perhaps CSR-1A acts to license spermatogenic transcripts for expression only in the L4 and male germlines by protecting them from targeting by piRNAs and the WAGO clade of Argonaute proteins. CSR-1A could further tune spermatogenic gene expression or clear spermatogenic transcripts at the spermatogenesis to oogenesis transition. Alternatively, the role for CSR-1A may be to sequester the abundant sperm transcripts and spermatogenic small RNAs away from CSR-1B, so that the dominant isoform can appropriately bind to its oogenic small RNA targets. Through this lens, CSR-1A serves almost exclusively to titrate CSR-1B siRNA levels targeting oogenic genes and might explain the modest effect on the sperm transcripts upon removing CSR-1A. Further experiments will be needed to sort out these possibilities.

### Dimethylarginine promotes isoform-specific small RNA loading

Posttranslational modification has been shown to play a key role for Argonaute function in *C. elegans* and in other systems. The *C. elegans* miRNA Argonaute protein, ALG-1, contains a cluster of phosphorylation sites that is conserved in human Argonaute Ago2, demonstrating that these modification sites are highly conserved between species. The function of this phosphorylation also appears to be conserved—the phosphorylated Argonaute proteins cannot associate with mRNAs, suggesting the role of the modification may be in mediating release of mRNA-Argonaute complexes for recycling^51^. PIWI proteins from mouse, *Xenopus laevis*, and *Drosophila melanogaster* contain symmetrical dimethylarginines (sDMA), and in *Drosophila* this modification is mediated by protein arginine methyltransferase PRMT5^44,46,52^. The dimethylarginine modification allows the Argonaute protein to interact with members of the Tudor domain protein family^46–48,52,53^. Tudor domains, which are protein–protein interaction modules, recognize methylated arginines and thus can mediate protein–protein interactions in a methylation-specific manner. Furthermore, for some PIWI proteins, subcellular localization to nuage is dependent on its interaction with Tudor proteins^46,48,52^.

Here, we have found the first exon of CSR-1A to be highly modified with dimethylarginine. Interestingly, dimethylarginine is not required for CSR-1A localization to the P granule, but instead for small RNA specificity of CSR-1A, and thus recognition of the correct target transcripts. We hypothesize that CSR-1A interacts with an unknown Tudor domain protein through its dimethylated RG motifs, to promote engagement with a distinct small RNA biogenesis complex. In this scenario, dimethylarginine provides a new binding platform for proteins that cannot associate with CSR-1B, allowing CSR-1A to make distinct protein–protein interactions and ultimately to target a unique subset of genes. It is interesting to note that the majority of the RG motifs, including all methylated sites captured in our mass spectrometry experiment, are found in the exon unique to CSR-1A and absent from CSR-1B, making this highly modified region isoform-specific. There are several other *C. elegans* Argonaute proteins with multiple splice variants, including the miRNA Argonaute proteins ALG-1 and ALG-2, the oogenesis-specific primary Argonaute protein ERGO-1, and the WAGO-clade Argonaute protein PPW-1. It is currently unknown whether the isoforms of any of these genes have distinct functions or unique protein modifications, or if CSR-1 is unique in this regard.

## Methods

### *C. elegans* strains

Strains were maintained at 20 °C on NGM plates seeded with OP50 *E. coli* according to standard conditions unless otherwise stated^54^. All strains used in this project are listed in Supplementary Data 4.

### Plasmid and strain construction

#### Plasmid-based CRISPR

All fluorescent and epitope tags were integrated at the endogenous loci by CRISPR genome editing^55–59^. For all CRISPR insertions of fluorescent tags, we generated homologous repair templates using the primers listed in Supplementary Data 5. Design of the *2xHA::mCherry* plasmid was described previously^60^. The *2xHA::mCherry*[*w/internal Floxed Cbr-unc-119*(*+*)] was amplified by PCR and assembled by isothermal cloning with ~1.5 kb of sequence from either side of the *csr-1a* start codon^61^. *gfp::3xFLAG::wago-1*, *gfp::3xFLAG::csr-1a* + *b* and *gfp::3xFLAG::alg-3* were assembled into pDD282 (Addgene #66823) by isothermal assembly according to published protocols^57,61^. To protect the repair template from cleavage, we introduced silent mutations at the site of guide RNA targeting by incorporating these mutations into one of the homology arm primers or, if necessary, by performing site-directed mutagenesis^56^. All guide RNA plasmids were generated by ligating oligos containing the guide RNA sequence into BsaI-digested pRB1017 (Addgene #59936)^59^. Guide RNA sequences are provided in Supplementary Data 5. GFP/mcherry CRISPR injection mixes included 25–50 ng/μl repair template, 50 ng/μl guide RNA plasmid, 50 ng/μl *eft-3p::cas9-SV40_NLS::tbb-2 3*′*UTR* (Addgene #46168), 2.5–10 ng/μl GFP or mCherry co-injection markers. The *2xHA::mCherry::csr-1a* construct was injected into USC868 (*mut-16(cmp3[mut-16::gfp* + *loxP*]) *I*; *unc-119*(*ed3*) *III*), the *gfp::3xFLAG::wago-1* construct was injected into USC896 (*mut-16(cmp41*[*mut-16::mCherry::2xHA* + *loxP*]) *I*), the *gfp::3xFLAG::csr-1a* + *b* construct was injected into the wild-type strain, and the *gfp::3xFLAG::alg-3* construct was injected into both the wild-type strain and USC1066 (*csr-1a(cmp90*[(*2xHA* + *mCherry* + *loxP Cbr-unc-119*(*+*) *loxP*)*::csr-1a*]) *IV*)^56,57^. For *csr-1a* deletions (*cmp135* and *cmp143*), *2xHA::csr-1a*, and *2xFLAG::csr-1a* + *b*, the injection mixes included 50 ng/μl repair oligo, 25 ng/μl guide RNA plasmid, 50 ng/μl pha-1 repair template, and *eft-3p::Cas9* + *pha-1* guide (pJW1285, Addgene #61252). GE24 (*pha-1(e2123*) *III*) mutant animals were injected and subsequently shifted to restrictive temperature (25 °C). Surviving F1 progeny were genotyped by PCR to identify the deletions and insertions of interest^58^. For *2xFLAG::csr-1b*, the injection mix included 50 ng/μl *csr-1b* repair oligo, 25 ng/μl *csr-1b* guide RNA plasmid, 20 ng/μl *dpy-10* repair template, 25 ng/μl *dpy-10* guide RNA (pJA58, Addgene #59933), and 50 ng/μl *eft-3p::Cas9* (pJW1259, Addgene #61251). Mixture was injected into USC1065 (*csr-1a(cmp135*) *IV*) mutant animals. F1 animals with the Rol phenotype were isolated and genotyped by PCR to identify animals with the 2xFLAG insertion^59^. The *csr-1a* RG-to-AG mutants were created sequentially, starting with *csr-1a*[*7xAG*]. *csr-1a*[*4xAG*] was an incomplete repair event identified from the *csr-1a*[*7xAG*] injections. *csr-1a*[*11xAG*] was injected into the *csr-1a*[*7xAG*] mutant and *csr-1a*[*15xAG*] was subsequently injected into the *csr-1a*[*11xAG*] mutant. The *csr-1a RGG* injection mixes include 50 ng/μl repair template, 25 ng/μl each of two guide RNA plasmids, 25 ng/μl rol-6 guide RNA (pJA42, Addgene #59930), 20 ng/μl rol-6 repair template, and 50 ng/μl *eft-3p::Cas9* (pJW1259, Addgene #61251). F1 animals with the Rol phenotype were isolated and genotyped by PCR to identify animals with the RG-to-AG mutations^59^. All repair template sequences are provided in Supplementary Data 5.

#### Protein-based CRISPR

For *csr-1a* deletions (*cmp253* and *cmp254*), *csr-1b*(*cmp258*), and *2xHA::csr-1a* in the *alg-3*; *alg-4* mutant, we used an oligo repair template and RNA guide (Supplementary Data 5). The injection mixes for *csr-1b*(*cmp258*) and *2xHA::csr-1a* included 0.25 μg/μl Cas9 protein (IDT), 100 ng/μl tracrRNA (IDT), 14 ng/μl *dpy-10* crRNA, 42 ng/μl gene-specific crRNA, and 110 ng/μl of each repair template, and were injected into USC1066 (*csr-1a(cmp90*[(*2xHA* + *mCherry* + *loxP Cbr-unc-119*(*+*) *loxP*)*::csr-1a*]) *IV*) and WM200 (*alg-4*(*ok1041*) *III*; *alg-3*(*tm1155*) *IV*), respectively. The injection mix for *csr-1a*(*cmp253*) and *csr-1a*(*cmp254*) included 0.25 μg/μl Cas9 protein (IDT), 100 ng/μl tracrRNA (IDT), 14 ng/μl *dpy-10* crRNA, 21 ng/μl each gene-specific crRNA, and 110 ng/μl of each repair template, and was injected into the wild-type strain. The repair template was designed to create the *cmp254* mutation; the larger *cmp253* deletion was an incorrect repair event. Following injection, F1 animals with the Rol phenotype were isolated and genotyped by PCR to identify animals with the insertions and deletions of interest^62,63^.

#### MosSCI

*csr-1* mCherry and GFP promoter fusions were integrated by Mos-mediated single-copy transgene insertion (MosSCI)^29^. For the MosSCI insertions of promoter-fused GFP and mCherry, we amplified *csr-1a* and *csr-1b* endogenous promoters, the mCherry and GFP genes, and the *csr-1* 3′UTR using the primers listed in Supplementary Data 5. Plasmids were assembled by isothermal cloning^61^. For MosSCI injections, we integrated transgenes into the *ttTi5605 MosI* site in strain EG4322 (Ch. II) following a published MosSCI protocol^29^. Injection mixes contained 50 ng/μl MosSCI-targeting vector, 50 ng/μl *eft-3p*::*Mos1 transposase* (pCFJ601, Addgene #34874), 10 ng/μl *rab-3p*::*mCherry* (pGH8, Addgene #19359), 2.5 ng/μl *myo-2p*::*mCherry* (pCFJ90, Addgene #19327), 5 ng/μl *myo-3p*::*mCherry* (pCFJ104, Addgene #19328), and 10 ng/μl *hsp-16*.*1*::*peel-1*negative selection (pMA122, Addgene #34873)^29^.

### Antibody staining and imaging

Live imaging of *C*. *elegans* was performed in M9 buffer containing sodium azide to prevent movement. For immunofluorescence, *C. elegans* were dissected in egg buffer containing 0.1% Tween-20 and fixed in 1% formaldehyde in egg buffer as described^64^. Samples were immunostained with mouse anti-FLAG 1:500 (Sigma Aldrich, F1804), mouse anti-PGL-1 1:100 (DSHB K76)^65^, and rat anti-HA 1:500 (Roche, 11867423001). Alexa-Fluor secondary antibodies were purchased from Thermo Fisher. Animals were dissected at the L4 (48 h post hatching) or young adult stage (52 h post hatching). Imaging was performed on a DeltaVision Elite microscope (GE Healthcare) using a 60x N.A. 1.42 oil-immersion objective. When data stacks were collected, three-dimensional images are presented as maximum intensity projections. Images were pseudocolored using the SoftWoRx package or Adobe Photoshop.

### Western blots

*C. elegans* were synchronized at 20 °C by bleaching gravid adult animals and maintaining starved L1 larvae for at least 24 h before plating on OP50. For sample collection, animals were harvested after 2 h (L1), 12 h (L2), 32 h (L3), 50 h (L4), and 72 h (gravid adult) on OP50. Number of animals loaded per lane was normalized for actin—~1000 L1s, 800 L2s, 600 L3s, 400 L4s, and 200 gravid adults. Proteins were resolved on 4–12% Bis-Tris polyacrylamide gels (Thermo Fisher), transferred to nitrocellulose membranes (Thermo Fisher), and probed with rat anti-HA-peroxidase 1:1000 (Roche 12013819001), mouse anti-FLAG 1:1000 (Sigma, F1804), mouse anti-actin 1:10,000 (Abcam ab3280), or rabbit anti-CSR-1 1:2000 antibodies^8^. Secondary HRP antibodies were purchased from Thermo Fisher. Unedited western blots provided in the Source Data File.

### RNA isolation and qRT-PCR

Synchronized L4 stage animals (~48 h at 20 °C after L1 arrest) were collected. RNA was isolated using Trizol reagent (Thermo Fisher), followed by chloroform extraction and isopropanol precipitation. RNA samples were normalized to 10 μg/μL prior to DNase treatment (TURBO DNA-free kit, Thermo Fisher AM1907) and reverse transcribed with SuperScript III Reverse Transcriptase (Thermo Fisher 18080-051). All Real-time PCR reactions were performed using the 2x iTaq Universal SYBR Green Supermix (Bio-Rad 1725121), following the manufacturer’s protocols, and run in the CFX96 Touch Real-Time PCR System (Bio-Rad 1855195). Samples were run with three technical replicates and three biological replicates, and normalized to *rpl-32*. Primer sequences are available in Supplementary Data 5.

### Brood size analysis

Wild-type and mutant *C. elegans* strains were maintained at 20 **°**C prior to temperature-shift experiments. Animals were either maintained at 20 **°**C or shifted to 25 **°**C as L4 larvae and ten of their progeny were picked to individual plates for 25 °C brood size analysis. To score the complete brood, each animal was moved to a fresh plate every day until egg-laying was complete. After allowing the progeny 2–3 days to develop, the total number of animals on each plate was counted.

### In vitro sperm activation assay

Virgin L4 males were isolated 24 h before assay. About 10–15 males were dissected in 30 uL of 500 μg/mL Pronase E (Millipore Sigma), which was dissolved in sperm medium (50 mM HEPES, 50 mM NaCl, 25 mM KCl, 5 mM CaCl_2_, 1 mM MgSO_4_, 1 mg/ml BSA), as described previously^32,66^. Spermatids were incubated for 15 min at room temperature in a humid chamber before mounting and imaging on a DeltaVision Elite microscope (GE Healthcare) using a 60x N.A. 1.42 oil-immersion objective.

### Immunoprecipitations and mass spectrometry

For immunoprecipitation experiments followed by small RNA library preparation, ~100,000 synchronized L4 animals (~49 h at 20 °C after L1 arrest) or adult animals ~68 h at 20 °C after L1 arrest) were collected in IP Buffer (50 mM Tris-Cl pH 7.4, 100 mM KCl, 2.5 mM MgCl_2_, 0.1% Igapal CA-630, 0.5 mM PMSF, cOmplete Protease Inhibitor Cocktail (Roche 04693159001), and RNaseOUT Ribonuclease Inhibitor (Thermo Fisher 10777019)), frozen in liquid nitrogen, and homogenized using a mortar and pestle. After further dilution into IP buffer (1:10 packed worms:buffer), insoluble particulate was removed by centrifugation and 10% of sample was taken as “input.” The remaining lysate was used for the immunoprecipitation. Immunoprecipitation was performed at 4 °C for 1 h with pre-conjugated anti-HA affinity matrix (Roche 11815016001) or anti-FLAG affinity matrix (Sigma Aldrich A22220), then washed at least three times in immunoprecipitation buffer. A fraction of each sample was analyzed by western blot to confirm efficacy of immunoprecipitation. Trizol reagent (Thermo Fisher) was added to the remainder of each sample, followed by chloroform extraction, isopropanol precipitation, and small RNA library preparation.

For mass spectrometry experiments to identify posttranslational modifications, immunoprecipitation was performed as described above, starting with ~1.25 million synchronized USC1110 (*csr-1a*(*cmp165*[*2xHA::csr-1a*])) L4 stage animals (~48 h at 20 °C after L1 arrest). Wild-type animals were prepped alongside as a negative control. Immunoprecipitation was performed using anti-HA affinity matrix (Roche 11815016001). After immunoprecipitation, a fraction of each sample was analyzed by western blot to confirm efficacy of immunoprecipitation. 2x sample buffer was added to the remainder of each sample, followed by gel electrophoresis (4–12% Bis-Tris polyacrylamide gels, Thermo Fisher) and overnight colloidal Coomassie staining.

Bands containing immunoprecipitated protein were excised from gel and cut into ~1 mm^3^ pieces. Gel pieces were then subjected to a modified in-gel chymotrypsin digestion procedure^67^. Gel pieces were washed and dehydrated with acetonitrile for 10 min. followed by removal of acetonitrile. Pieces were then completely dried in a speed-vac. Rehydration of the gel pieces was with 50 mM ammonium bicarbonate solution containing 12.5 ng/µl modified sequencing-grade chymotrypsin (Promega) at 4 °C. After 45 min, the excess chymotrypsin solution was removed and replaced with 50 mM ammonium bicarbonate solution to just cover the gel pieces. Samples were then incubated at room temperature overnight. Peptides were later extracted by removing the ammonium bicarbonate solution, followed by one wash with a solution containing 50% acetonitrile and 1% formic acid. The extracts were dried in a speed-vac (~1 h) and stored at 4 °C until analysis.

On the day of analysis, the samples were reconstituted in 5–10 µl of HPLC solvent A (2.5% acetonitrile, 0.1% formic acid). A nano-scale reverse-phase HPLC capillary column was created by packing 2.6 µm C18 spherical silica beads into a fused silica capillary (100 µm inner diameter x ~30 cm length) with a flame-drawn tip^68^. After equilibrating the column each sample was loaded via a Famos auto sampler (LC Packings) onto the column. A gradient was formed and peptides were eluted with increasing concentrations of solvent B (97.5% acetonitrile and 0.1% formic acid).

As peptides eluted, they were subjected to electrospray ionization and then entered into an LTQ Orbitrap Velos Pro ion-trap mass spectrometer (Thermo Fisher). Peptides were detected, isolated, and fragmented by collision-induced dissociation to produce a tandem mass spectrum of specific fragment ions for each peptide. Peptide sequences (and hence protein identity) were determined by matching protein databases with the acquired fragmentation pattern by the software program, Sequest (Thermo Fisher)^69^. All databases include a reversed version of all the sequences and the data was filtered to between a one and two percent peptide false discovery rate.

### Small and mRNA library preparation

Small RNAs (18 to 30-nt) were size selected on denaturing 15% polyacrylamide gels (Bio-Rad 3450091) from total RNA samples. Small RNAs were treated with 5′ RNA polyphosphatase (Epicenter RP8092H) and ligated to 3′ pre-adenylated adapter with Truncated T4 RNA ligase (NEB M0373L). Small RNAs were then hybridized to the reverse transcription primer, ligated to the 5′ adapter with T4 RNA ligase (NEB M0204L), and reverse transcribed with Superscript III (Thermo Fisher 18080-051). Small RNA libraries were amplified using Q5 High-Fidelity DNA polymerase (NEB M0491L) and size selected on a 10% polyacrylamide gel (Bio-Rad 3450051).

Library concentration was determined using the Qubit 1X dsDNA HS Assay kit (Thermo Fisher Q33231) and quality was assessed using the Agilent BioAnalyzer. Libraries were sequenced on the Illumina NextSeq500 (SE 75-bp reads) platform. For mRNA sequencing, total RNA samples were submitted in triplicate to Novogene Genome Sequencing Company for library preparation. Libraries were sequenced on the Illumina (PE 150-bp reads) platform.

### Clustal Omega alignments and IUPred disorder prediction

Clustal Omega alignment was performed using protein sequences for CSR-1 orthologs available on Wormbase (www.wormbase.org)^70^. When more than one CSR-1 ortholog was present in a given species, a single protein sequence was selected for analysis. Proteins are *C. brenneri* CBN29996 (WBGene00191961), *C. briggsae* CSR-1 (WBGene00037276), *C. elegans* CSR-1, isoform a (WBGene00017641), *C. japonica* CSR-1 (WBGene00126657), *C. latens* PRJNA248912_FL83_15994, *C. nigoni* CSR-1 (PRJNA384657_Cni-csr-1), *C. sinica* PRJNA194557_Csp5_scaffold_00781.g15416.t2, *C. remanei* PRJNA248911_FL82_23103, and *C. tropicalis* PRJNA53597_Csp11.Scaffold629.g12789.t1. For *C. japonica*, exon 1 of CSR-1A was manually annotated from the CJA07453.1 transcript. For disorder prediction, we used IUPred2A (https://iupred2a.elte.hu/) with long disorder parameters and the same protein sequences as were used for Clustal Omega alignment.

### Bioinformatic analysis

For small RNA libraries, sequences were parsed from adapters using FASTQ/A Clipper (options: -Q33 -l 17 -c -n -a TGGAATTCTCGGGTGCCAAGG) and quality filtered using the FASTQ Quality Filter (options: -Q33 -q 27 -p 65) from the FASTX-Toolkit v. 0.0.13 (http://hannonlab.cshl.edu/fastx_toolkit/), mapped to the *C. elegans* genome WS258 using Bowtie2 v. 2.2.2 (default parameters)^71^, and reads were assigned to genomic features using featureCounts (options: -t exon -g gene_id -O --fraction --largestOverlap) which is part of the Subread v. 1.5.1 package^72,73^. Differential expression analysis was performed using DESeq2 v. 1.22.2^74^. To define gene lists from IP experiments, a twofold-change cutoff, a DESeq2 adjusted *p* value of ≤0.05, and at least 10 RPM in the IP libraries were required to identify genes with significant changes in small RNA levels. Additionally, any genes identified as having differentially enriched small RNAs from control samples (HA or FLAG immunoprecipitations from wild-type animals), were removed from further analysis.

For mRNA libraries, sequences were parsed from adapters using Trimmomatic v. 0.36 (options: PE -phred33 ILLUMINACLIP: < fasta with adapter sequences > :2:30:10 LEADING:3 TRAILING:3 SLIDINGWINDOW:4:30 MINLEN:30)^75^ and mapped to the *C. elegans* genome WS258 using HISAT2 v. 2.1.0 (options: --dta-cufflinks --known-splicesite-infile <path to file of known splice sites > )^76^. Reads were assigned to transcripts using featureCounts (options: -t exon -g gene_id -p) which is part of the Subread v. 1.5.1 package^72,73^. Differential expression analysis was performed using DESeq2 v. 1.22.2^74^.

CSR-1 target genes, male CSR-1 target genes, ALG-3/4 target genes, *mutator* target genes, germline-enriched genes, spermatogenesis-enriched genes, and oogenesis-enriched genes were previously described^28,33–40^. Additional data analysis was done using R, Excel, and Python. Venn diagrams were generated using BioVenn^77^ and modified in Adobe Illustrator. Sequencing data is summarized in Supplementary Data 6.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Description of Additional Supplementary Files

Reporting Summary

## Data Availability

The RNA sequencing data generated in this study are available through Gene Expression Omnibus (GEO) under accession code GSE151828. The mass spectrometry proteomics data generated in this study are available through the ProteomeXchange Consortium via the PRIDE partner repository^78^ with the dataset identifier PXD021227. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Arginine methylation promotes siRNA-binding specificity for a spermatogenesis-specific isoform of the Argonaute protein CSR-1
**Source:** Nat Commun. 2021 Jul 9;12:4212. doi: 10.1038/s41467-021-24526-6
**Supplement:** Supplementary file 9 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File Name: **Supplementary Data 1**

Description: Small RNA enrichment in CSR-1 immunoprecipitations.

File Name: **Supplementary Data 2**

Description: mRNA expression in *csr-1a(cmp135)* and *csr-1a(cmp143)* mutant animals.

File Name: **Supplementary Data 3**

Description: Peptides captured from 2xHA::CSR-1A IP-mass spectrometry experiment.

File Name: **Supplementary Data 4**

Description: Reagents, resources, and strains used in this study.

File Name: **Supplementary Data 5**

Description: Oligonucleotides sequences used in this study.

File Name: **Supplementary Data 6**

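Supplementary Data 6 gives, for each library, the number of reads sequenced and the number that mapped to the genome, and the mapped reads are the denominators of the RPM given beside the results. Over the 51 small RNA libraries, mapped reads ranged from 770294 to 23172041, and counts on genes from 570862 to 17342341 with a median of 5874916.5 over the 50 complete files. The lowest of both belongs to a CSR-1B IP library at L4. Over the 9 mRNA libraries, counts on genes ranged from 16729691 to 21093818, with a median of 19021255.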

Description: Sequencing library statistics.

File Name: **Supplementary Data 7**

Description: Summary of statistical analysis.

How the deposited data were processed for this re-analysis (not part of the article)

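The 60 libraries comprise 51 of small RNA (IPs, their inputs and total small RNA) and 9 of mRNA, grouped by strain, stage and fraction as their labels give them. For small RNA, the authors clipped adapters and filtered reads with FASTX-Toolkit, mapped them with Bowtie2 and assigned them to exons with featureCounts, by largest overlap, with fractions where a read is assigned to several genes, so the deposited values are expected counts. For mRNA, the authors trimmed reads with Trimmomatic, mapped them with HISAT2 and counted fragments with featureCounts, and the deposited values are counts. The file headers name different versions of featureCounts. Each comparison of 2 groups of libraries lies within one version. The fits of all small RNA libraries together and the spread of L4 inputs across strains mix versions. The CSR-1A list and the CSR-1B and CSR-1A + B lists come from different ones, as do the FLAG control and the lists it was removed from, so version and isoform cannot be told apart in those overlaps. The libraries may also differ in other ways. Small RNAs of *wago-1* had means of 15.0 and 13.2 RPM in the CSR-1B and CSR-1A + B inputs at L4, against 52.4 RPM in the CSR-1A inputs. Such differences cannot be told apart from isoform either.

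Expected counts were rounded, and genes were tested with edgeR 4.0.16 (TMM, filterByExpr, quasi-likelihood test, Benjamini-Hochberg adjustment) in R 4.3.3. DESeq2 1.42.0 was the alternative, and gene sets were tested with camera of limma 3.58.1. Its correlation between genes was held at a small fixed value, except where it is said to be estimated. Lists were compared with Fisher's exact test and with 100000 permutations over genes in Python 3.11.15 (numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, Biopython 1.88), and drawn with matplotlib 3.10.9. A target has at least 2-fold enrichment, an adjusted p of at most 0.05, and a mean of at least 10 RPM in the IP, and is not called in the wild-type control IP of the same antibody. Levels used a pseudocount of 0.1. Genes named are those the paper names, the 2 targets per IP with the largest enrichment and no overlap of libraries, and the mRNAs with the largest change of that kind in both alleles.

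The other alternatives were DESeq2's size factors, library size alone, no filter on low counts, the replicate number as a block, all libraries in one fit, other denominators and minimums of RPM, other control genes removed, the paper's CSR-1A list, other pseudocounts, and each replicate left out. The pairing of IP and input comes from the replicate numbers of the labels, and the methods take the input from the lysate used for the IP. The CSR-1A inputs are labelled replicates 2 and 3, but their column headers number them differently, so their pairing is uncertain. By the labels, which were used, CSR-1A IP replicate 1 has no pair. The CSR-1A results with the replicate block rest on that pairing. Replicate numbers of different strains are different animals.

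Counts on genes had a median of 5874916.5 over the complete small RNA libraries and 19021255 over the mRNA libraries. The lowest library held 570862. In simulated data of the same depth, 200 genes above a minimum count were changed by a log2 of 2, with a dispersion of 0.05. There edgeR recovered 92.5% of those tested for the CSR-1B IP at L4, 98.99% for CSR-1A and 80.5% for the interaction of CSR-1A[15xAG] with CSR-1A. Smaller changes, such as 2-fold, and other dispersions were not simulated, so these shares do not give the power to find them. Over 46 pairs of replicates, the chi-square per gene was between 1.58 and 118.3, against 1 under sampling noise alone, and no pair had identical values. The incomplete HA control input replicate 2 was left out. Published gene lists, RT-qPCR, protein blots, brood sizes and mass spectrometry were not analysed here.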

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

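The tests of the IP libraries alone and of the spread between inputs were chosen only after the result was seen. Where 6 libraries were split, only the 4 splits that part every same-numbered pair were used, so the share of splits can never be under 0.05, and chance cannot be told apart from the condition by splits alone. The other splits mix the conditions, unlike the real one.

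The enrichment of 2836 genes differed between CSR-1A[15xAG] and CSR-1A, a difference between groups by edgeR's interaction test, and the sperm-named minus oocyte-named enrichment changed by −1.371. A difference between the input libraries was weighed first. In the IP libraries alone the lists differed by −0.5202 (permutation p = 1e-05, the smallest the resamples can give), so the inputs do not account for all of the change. The inputs alone moved by 0.65, a larger part than that of the IP libraries. The oocyte-named genes were lower in the IP libraries alone (−0.4953) and lower still in the inputs (−0.7164), so their higher enrichment comes from the inputs. The sperm-named genes were lower in the IP libraries alone (−1.016) and little changed in the inputs (−0.06858), so their lower enrichment lies mainly in the IP libraries. Ribosomal RNA genes take more of the counts in the CSR-1A[15xAG] inputs. Scaled by library size alone, the median of all genes was 0.81, and without ribosomal RNA genes it was −0.02671, so that shift is explained by these genes. Of the 4 splits of the CSR-1A[15xAG] IP and input libraries, 1 split gave as many targets, and 2 splits gave as large a difference between the lists. A change in the small RNAs bound by CSR-1A[15xAG] may remain, as a hypothesis.

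In the *alg-3/4* background, 300 genes had a different CSR-1A enrichment, again a difference between groups by the interaction test, and the sperm-named minus oocyte-named enrichment changed by 0.811. In the IP libraries alone the lists differed by 0.1409 (permutation p = 0.138), while the inputs alone differed by −0.44. The change thus lies mainly in the input libraries, and the IP libraries alone show none that passes the threshold. Without ribosomal RNA genes, the median of all genes under library size alone moved from 0.36 to 0.02194. Of 4 splits, 1 split gave as many targets and 1 split as large a difference between the lists.

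Between L4 animals and adults, 3035 genes differed in CSR-1B enrichment and 4356 in CSR-1A + B enrichment, both by the interaction test. The sperm-named minus oocyte-named enrichment changed by −2.071 and −1.722. In the IP libraries alone the lists differed by −4.538 and −5.736 (permutation p = 1e-05 for each), and in the inputs alone by −2.157 and −3.624, in the same direction. The inputs thus do not account for all of the change in the IP libraries, but the small RNA pool changed as well. With 2 libraries per group no splits were counted. The stage of the animals may explain it, as a hypothesis, and the change had the same direction in both strains.

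Inputs of the strain without CSR-1A hold a signal in data the paper does not analyse. Compared with the CSR-1A + B inputs at L4, edgeR called 582 genes lower and 295 higher of 13564. The sperm-named genes had a median of −0.5222 relative to other genes, with 79 of 87 lower (limma's camera test, 16 tests, adjusted p = 1.86e-17), and the CSR-1A targets −0.1472, with 1160 of 1773 lower (adjusted p = 0.00182, limma). Neither passed when camera estimated the correlation between genes (limma's camera p = 0.0709 and 0.0731). Of the 9 L4 inputs of other strains with CSR-1A and ALG-3/4 intact, 0 had a sperm-named level as low and 0 a CSR-1A target level as low, which tests a spread between L4 inputs of different strains. These 9 inputs were counted with another version of featureCounts and also lie above the CSR-1A + B inputs, at 0.323 to 0.946 for the sperm-named genes. Strain and version cannot be told apart in that offset, so the 9 inputs cannot decide the question. The loss of CSR-1A and a difference between strains, such as in stage, cannot be told apart.

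Inputs without ALG-3/4, compared with the *2xHA::csr-1a* inputs, had 2402 genes lower and 1519 higher of 13210 by edgeR. The paper does not analyse this comparison. The sperm-named genes had a median of −0.8261, with 82 of 84 lower (limma's camera test, 16 tests, adjusted p = 2.66e-09), and the CSR-1A targets 0.004234, with 859 of 1781 lower (adjusted p = 0.19, limma). Of 9 L4 inputs with CSR-1A and ALG-3/4 intact (the 2 of CSR-1A + B in place of the 2 of *2xHA::csr-1a*, which are the reference here), 0 were as low, the test of a spread between L4 inputs of different strains. The 2 CSR-1B inputs, which lack CSR-1A but have ALG-3/4, were not among the 9 and lie at −0.5234 and −0.3618, lower than 2 of the 3 inputs without ALG-3/4 (−0.2188 and −0.2971). Ribosomal RNA genes also differ between these inputs. Against the *2xHA::csr-1a* inputs, the WAGO-1 targets also fell, by −0.5426, with 1691 of 2279 lower (limma's camera test, adjusted p = 1.82e-05). The CSR-1B targets rose by 0.1906 (adjusted p = 0.00195, limma), so the change was not limited to sperm-named genes. Neither of these passed when camera estimated the correlation between genes (p = 0.531 and 0.364), nor did the fall of the sperm-named genes (limma's camera p = 0.243). The loss of ALG-3/4 and a difference between strains cannot be told apart.

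In the mRNA libraries, genes outside those the paper discusses rose in both alleles. The oocyte-named genes had medians of 1.325 in *cmp135* and 0.9311 in *cmp143*, with 38 and 40 of 50 higher. Collagen genes had 1.599 and 1.217, with 96 of 117 and 92 of 113 higher, and vitellogenin genes 4.687 and 4.951, with 6 of 6 higher in each. All 6 passed limma's camera test after adjustment over 16 tests, with an adjusted p of at most 0.000172. In *cmp143*, a block on replicate number gave 0.87, 1.19 and 4.89, where same-numbered libraries had a correlation of −0.15. The oocyte-named genes varied between *cmp143* libraries, at 0.824, 1.372 and 0.1192, so replicate 3 showed little rise. Without *cmp143* replicate 2 their median was 0.5516. In *cmp135* the single libraries gave 1.512, 0.8171 and 0.8065. Of 4 splits, 1 split gave a result as large for each of the 3 lists in each allele. Reads shared between near-identical collagen genes were tested with the genes that share no 31-mer, which still rose by 1.461 (33 of 41) and 1.207 (32 of 40; permutation p = 0.0001 for each, the smallest the resamples can give). Such reads are thus not the whole cause. Animals collected at a later stage were tested with genes whose input small RNAs rise from L4 to adult against genes whose input small RNAs fall, and the mRNA medians differed by 0.1015 and 0.2465 (permutation p = 1e-05). Genes that fall with stage had medians of −0.1067 and −0.247, those that rise −0.005189 and −0.0004301, and the other genes −0.0004839 and −0.008256. The difference thus lies mostly in the genes that fall, so this test does not address the rise, and a later stage of the mutant animals is neither shown nor excluded as its explanation. Nor is a later stage excluded for the falls of the sperm-named genes and CSR-1A targets, since genes that fall with stage also had lower mRNA.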

How the results depend on the processing

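Of 57 results that answer a comparison, 29 gave the same outcome under each alternative run for them, and 28 did not under at least 1. The outcome is the direction and side of the threshold of a test, a count within 1.5 times, or, for a fit without p, a value within the replicate SD. A count or value outside these is called moved. Over their 590 fits, 515 gave the same outcome, 9 a weaker and 18 a stronger one, 28 moved and 20 reversed. Of 72 named genes and lists by replicate, 57 were unchanged over 558 fits in all, of which 34 were weaker, 2 stronger, 1 moved and 13 reversed. The alternatives were set before the data were examined, except the HA control with its incomplete input and the replicate block for the bins, which were chosen after seeing the data. The first left 8 of 8 results the same. For each changed result below, the cause was not tested unless a value shows it.

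Scaling by library size alone gave 4122 CSR-1A targets in *alg-3/4*, 4887 CSR-1A[15xAG] targets and 1522 WAGO-1 targets. Interactions then held 5870 genes for CSR-1A[15xAG] and 855 for *alg-3/4*, and *cmp143* 2026 lower mRNAs. The replicate block gave 514 and 725 for the last 2. Leaving out one replicate gave 1497 to 2291 genes for CSR-1A[15xAG], 16 to 243 for *alg-3/4*, 525 to 1500 lower and 1094 to 2076 higher mRNAs in *cmp143*. The HA control held 563 genes with DESeq2, 423 with no filter, 384 with the block, 763 with all small RNA libraries in one fit and 47 without replicate 2.

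The share of CSR-1A targets in the CSR-1B list was 29.89% with DESeq2's size factors, 51.39% with library size alone, 34.59% with no filter, 22.1% with the block, 28.39% in one fit, 32.22% with at least 10 RPM in every IP library, 32.09% with RPM from counts on genes, 32.58% with no control genes removed and 23.72% without CSR-1A replicate 1. In the CSR-1A + B list it was 40%, 35.94% and 30.05% with the size factors, the block and one fit, and 36.92% without CSR-1A replicate 1.

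The sperm-named minus oocyte-named enrichment of CSR-1A[15xAG] was −0.4512 with library size alone (permutation p = 0.0445), −0.4558 with the block (p = 0.0467), and −0.7363 to −0.2073 with one replicate left out, over a range of permutation p from 0.00178 to 0.161. With one replicate left out, the other IPs gave −1.729 to −1.626 for CSR-1B at L4, −1.603 to −1.509 for CSR-1A + B at L4, −3.414 to −3.165 and −3.145 to −2.71 in adults, and the small RNA level of CSR-1A minus WAGO-1 targets −1.326 to −1.319. With 2 libraries per group this leaves 1, so no p or call is given, and these kept their direction. The bins gave −0.1905 with RPM from counts on genes (permutation p = 0.156), where the lowest bin held only 11 targets.

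The CSR-1A targets in *cmp143* mRNA had −0.07849 with library size alone, −0.08273 with no filter, −0.08543 with the block, −0.08455 with 9 libraries in one fit, −0.1072 with the paper's list and −0.1267 to −0.05071 with one replicate left out. The share called lower was 9.295% with DESeq2, and 15.9%, 8.119%, 3.303%, 10.92% and 8.449% in the same order as those 5, with 2.072 to 9.295% over the fits that left out one replicate. The sperm-named genes in *cmp135* had −0.117 to 0.06017 with one replicate left out. When limma's camera estimated the correlation between genes, the values stayed and 7 tests did not pass: oocyte-named genes in *cmp135* (1.325) and *cmp143* (0.9311), sperm-named (−0.4184) and collagen genes (1.217) in *cmp143*, CSR-1A targets (−0.1472) and sperm-named genes (−0.5222) in inputs without CSR-1A, and sperm-named genes in inputs without ALG-3/4 (−0.8261). CSR-1A targets in those inputs had −0.03634 with DESeq2, −0.03261 with no filter and −0.09776 with the paper's list. By the unadjusted p of limma's camera test these 3 falls passed (0.0129, 0.00539 and 0.0446), unlike the main result.

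Reversed among named genes were *morc-1* in the CSR-1A IP (−0.03425 with the block), *F44D12.6* (−0.1815 with library size alone, −0.1875 in one fit) and *Y41C4A.7* (−0.2962, −0.3168) in the adult CSR-1B IP, *Y41C4A.7* in the adult CSR-1A + B IP (0.1238 with DESeq2, 0.06684 with no filter) and *morc-1* in *alg-3/4* (0.1875 with DESeq2, 0.0413 with its size factors, 0.8586 with library size alone, 0.1378 with no filter, 0.1476 in one fit and −0.01308 to 0.03208 with one replicate left out).

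For *cmp135* and for the inputs of different strains, same-numbered libraries are different animals, with correlations of −0.057, 0.049 (without CSR-1A) and 0.017 (without ALG-3/4). The block gave 2168 lower and 2719 higher mRNAs in *cmp135*, −0.08192 for its CSR-1A targets and −0.04933 for its sperm-named genes, and −0.23 for its bins. *morc-1* there had an adjusted p = 0.0817 by edgeR, within a range of 0.00813 to 0.105 over the alternatives. Sperm-named genes had −0.5186 in inputs without CSR-1A and −0.6823 without ALG-3/4, and CSR-1A targets −0.145 and 0.0563.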

Differences from the paper's values

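With edgeR, TMM and filterByExpr, no value computed here was over 1.5 times the paper's, or the reverse, so none is listed as different by that rule, but some lie apart. CSR-1A targets kept in *alg-3/4* were 65.45% against the paper's 82.4% (80.1% with DESeq2, 80.46% with its size factors in edgeR, 83.28% with all small RNA libraries in one fit). CSR-1A[15xAG] targets in the CSR-1A list were 44.74% against the paper's 34.9% (39.68%, 36.16% and 32.42%). The CSR-1A list held 1786 genes against the paper's 1373 (1613 with DESeq2). Of the CSR-1A targets in *cmp143*, 7.559% were called lower and 7.951% higher, both below the paper's shares and in the reverse order. DESeq2 gave 9.295% and 9.071%, in the paper's order. The following statements of the paper differ in direction or significance.

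The paper states that CSR-1A targets and spermatogenic genes are significantly lower in both *csr-1a* alleles. Here limma's camera test gave the CSR-1A targets an adjusted p = 0.288 in *cmp135* and 0.119 in *cmp143*. By the unadjusted p, they passed in *cmp143* with library size alone, no filter on low counts, the replicate block, 9 libraries in one fit and the paper's own list, and without wild-type replicate 2 or *cmp143* replicate 2, and no setting passed in *cmp135*. The sperm-named genes, which are not the published list, passed in *cmp143* (adjusted p = 4.48e-05, limma) and not in *cmp135* (adjusted p = 0.56), and no setting passed in *cmp135*. In *cmp143* they did not pass when camera estimated the correlation between genes (limma's camera p = 0.449). By RT-qPCR, the paper reports a significant fall of *R05D7.2*, *Y41C4A.7* and *F44D12.6* in both alleles and no effect on *morc-1*. In the mRNA libraries, edgeR did not call *R05D7.2* in *cmp135* or *cmp143* (adjusted p = 0.575 and 0.154). It called *morc-1* lower in *cmp135* (−0.28, adjusted p = 0.0337), though not under some alternatives.

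In Fig. 5d the paper marks the small RNA levels of CSR-1A and CSR-1B targets as not significantly different by a t-test. Here the difference in mean log2 level was −0.46. The permutation test left out the 587 genes shared by both lists, so it may not compare the same genes as the t-test. Without them the difference was −0.62 (permutation p = 1e-05), and no setting moved it past the threshold. The figure marks their mRNA levels in the same way, and here these differed by −0.67. Without the shared genes they differed by −1.15 (permutation p = 1e-05), with the same outcome in each setting.

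The paper finds the CSR-1A[15xAG] targets enriched for spermatogenic and oogenic genes. Here the odds ratios of the sperm-named and oocyte-named genes were 1.02 and 1.44, and neither passed Fisher's exact test, with edgeR or with DESeq2. These are not the published lists, and only 57 and 42 of their genes could be called. They thus do not test the paper's enrichment.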

Other observations

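No test in this part was chosen only after the result was seen. As a hypothesis, targets may avoid the X chromosome. The odds ratio of lying on X was 0.5825 for CSR-1A targets (4.14% against 6.91% of the other genes that could be called, Fisher's exact p = 1.31e-05, adjusted over 8 lists 1.5e-05) and 0.03396 for CSR-1B targets (0.304% against 8.23%, Fisher's exact p = 7.27e-73). WAGO-1 targets went the other way, at 7.867 (18.8% against 2.86%, Fisher's exact p = 5.56e-79). No technical explanation was tested.

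The fall of CSR-1A target mRNAs was set against the expression level of the targets. Of 10000 random lists matched on expression, 0% had a median as low in *cmp135* and 0% in *cmp143*. Random lists ignore correlation between genes, and limma's camera test, which allows for a small fixed correlation, did not pass the threshold. The trend over bins of small RNA was also tested in other genes, above 20 RPM minus up to 2.5 RPM. CSR-1B targets that are not CSR-1A targets gave −0.2006 in *cmp135* and −0.08549 in *cmp143* (permutation p = 0.0001 and 0.0009), and genes outside the CSR-1A list −0.09158 and −0.03057 (p = 0.0001 and 0.0516, permutation). The trend may thus be shared by genes that CSR-1A does not bind, except for genes outside the list in *cmp143*, where it did not pass.

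For the other results, splits of 6 libraries gave the following counts out of 4, the real split included. The FLAG control gave 1 split with as many genes. Lower and higher mRNAs gave 1 split in *cmp135* and 1 split in *cmp143*. CSR-1A targets gave 1 split in *cmp135* and 2 splits in *cmp143*, and the shares called lower and higher in *cmp143* 1 split each. Sperm-named genes gave 4 splits in *cmp135* and 1 split in *cmp143*, where another split reached 0.418.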
